# Estrogens determine the efficacy of cancer immunotherapy in obese males with melanoma

**DOI:** 10.1172/jci.insight.189758

**Published:** 2025-06-12

**Authors:** Eloïse Dupuychaffray, Hélène Poinot, Aurélie Vuilleumier, Maxime Borgeaud, Montserrat Alvarez, Betül Taskoparan, Olivier Preynat-Seauve, Clarissa D. Voegel, Eliana Marinari, Denis Migliorini, Valérie Dutoit, Carole Bourquin, Aurélien Pommier

**Keywords:** Immunology, Oncology, Cancer immunotherapy, Obesity

## Abstract

Although obesity is a major risk factor for cancer, it may also improve the response to cancer therapy. Here we investigated the impact of obesity on the efficacy of immune checkpoint inhibitors (ICI). In male mice, obesity promoted tumor growth but enhanced the response to ICI. This was associated with higher expression of immune-related genes within the tumor and enhanced infiltration of tumor-specific CD8^+^ T cells. Further, obesity in mice was associated with higher estrogen levels and enrichment of estrogen response genes in the tumor, and anti–programmed cell death 1 (anti–PD-1) efficacy was reduced upon administration of the aromatase inhibitor letrozole, which blocks the production of estrogens. Mechanistically, adipocyte-derived estrogens increased antigen presentation by dendritic cells and tumor-specific CD8^+^ T cell cytotoxicity. Last, overweight and obese men with melanoma responded better to ICI, with high estrogen levels being associated with improved response and survival. Our results suggest that estrogens may serve as a predictive factor of response to ICI in men with melanoma.

## Abstract 2

<span>We show that blood estrogen levels may serve as a predictive factor of response to immunotherapy in owerweight and obese men with melanoma.</span>

## Introduction

Recent advances in cancer immunotherapy have considerably improved clinical response in multiple cancer types (1). Immune checkpoint inhibitors (ICI) targeting programmed cell death 1 (PD-1) or cytotoxic T lymphocyte-associated protein 4 (CTLA-4) are standard of care for advanced-stage melanoma and have considerably improved patient survival (2). Unfortunately, only a minority of patients respond to ICI, with an overall response rate of 30%–50% (3). Resistance to ICI is multifactorial and involves loss of antigenicity, defects in antigen presentation, tumor-mediated immunosuppression and exclusion, and expression of other immune checkpoint molecules (4). Interestingly, although obesity is associated with increased cancer incidence, some studies suggest that ICI efficacy may be increased in obese patients with cancer (5–7). Notably, Cortellini et al. observed that obese patients showed improved responses to ICI across multiple cancer types, in particular melanoma, and they suggested using body mass index (BMI) as a predictive factor of response (8). Interestingly, McQuade et al. found that obesity had a sex-specific effect on response to ICI in patients with melanoma, where high BMI was associated with longer survival in men but not in women (5). These studies suggest that obesity is a relevant yet underexplored factor that affects efficacy of ICI.

Mechanistically, Wang et al. have shown that the upregulation of leptin in obese patients can enhance the expression of PD-1 on T cells, leading to an improved response to PD-1 blockade in obese people (9). Another study demonstrated that leptin promoted the repolarization of tumor-associated macrophages into pro-inflammatory M1 macrophages, enhancing efficacy of ICI (10). Obesity is associated with various physiopathological disorders, such as type 2 diabetes, cardiovascular diseases, and hormonal dysregulation (11), suggesting that other mechanisms may also be involved in obesity-mediated ICI sensitivity.

Together, these data led us to investigate other possible mechanisms behind the interplay between obesity, sex, and response to ICI. In melanoma-bearing mice, we showed that PD-1 blockade is efficient in obese but not in nonobese males, and we identified estrogen signaling as a pathway involved in this obesity-associated antitumor immune response. Indeed, the high expression of the aromatase enzyme in the adipose tissue increases the conversion of testosterone into estrogens, thus defining adipose tissue as a major production site of estrogens in obese males (12). Mechanistically, we demonstrated that adipocyte-derived estrogens enhanced priming of cytotoxic T cells by dendritic cells and increased antigen-specific T cell–mediated cytotoxicity. Finally, we investigated the translational aspect of our findings in patients with melanoma receiving ICI and observed a positive association between estrogen levels and clinical outcomes in men. This work may help improve the stratification of patients with cancer eligible for ICI and contribute to the development of therapeutic strategies combining ICI and estrogen-based therapies.

## Results

### Obesity confers sensitivity to anti–PD-1 treatment in B16-F10 melanoma tumors.

To investigate how obesity affects the response to ICI in melanoma, obese and nonobese male mice were subcutaneously injected with B16-F10 melanoma cells and treated with anti–PD-1 or isotype control antibodies after development of palpable tumors. Obese mice developed significantly larger tumors than nonobese mice (Figure 1A), verifying the pro-tumoral effect of obesity previously described (9, 13, 14). In nonobese mice, no difference in tumor growth was observed between mice receiving anti–PD-1 or isotype control antibodies. In contrast, tumor growth in obese mice was delayed by anti–PD-1, suggesting that obese mice were sensitive to the treatment, though the difference was not significant in this experiment (*P* = 0.0502). 

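B16-F10 is a melanoma cell line derived from C57BL/6 mice. RNA was sequenced from 12 B16-F10 tumors of male mice, 3 from each of 4 groups: nonobese and obese mice, each receiving isotype control or anti–PD-1 antibodies. The mice had been on the control or Western diet for 15 weeks, antibodies were given at 10 mg/kg, and tumors were collected on day 16. The authors prepared stranded libraries from poly(A) RNA and sequenced single-end reads of 100 bp. They aligned the reads to the mouse genome (mm10) with STAR and counted them per gene with HTSeq. They deposited these raw counts for 23420 genes, listed by gene symbol, without normalization. The counts on genes ranged from 17580835 to 33871843 (median 31944603) in the isotype-treated nonobese group and from 20644339 to 32470693 (median 20701169) in the anti–PD-1–treated nonobese group. In obese mice, they ranged from 14022929 to 23349051 (median 21236511) with isotype and from 14466484 to 22015789 (median 20562320) with anti–PD-1. The smallest library, of 14022929 counts, sets the limit for genes with few reads. Counts were tested here with edgeR's quasi-likelihood F-test after TMM normalization, as in the paper's methods, with all 12 tumors in a single model of the 4 groups. The paper's text does not name the filter on low counts or which tumors shared a model. The filterByExpr function of edgeR kept 13095 genes, which are the genes tested. Benjamini-Hochberg FDR values were computed beside the unadjusted P values that the paper's thresholds use. Values per tumor are CPM, the counts scaled to library size and TMM factor. The bulk tissue mixes melanoma cells with immune, connective and other cells, so a change in CPM can reflect a change in cell content. With 3 tumors per group, an exact permutation test of a single gene cannot give a two-sided P below 0.1, so single genes are given FDR values from the model across all genes.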

Transcriptomic analysis of bulk tumors revealed a distinct effect of PD-1 blockade in nonobese versus obese mice (Figure 1, B and C). In nonobese mice, only 15 genes were upregulated in response to anti–PD-1, whereas in obese mice anti–PD-1 treatment led to upregulation of 279 genes. These differentially expressed genes were mainly involved in immune-related processes, such as response to IFN-γ or antigen processing and presentation (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189758DS1). 

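Of the 13095 genes tested, 15 were upregulated and 302 were downregulated by anti–PD-1 in nonobese mice at a fold change above 2 and an unadjusted P below 0.05. In obese mice, 293 genes were upregulated and 27 were downregulated at the same thresholds. The number of genes past both thresholds was therefore close in nonobese (317) and obese (320) mice, while the direction differed. The number with an FDR below 0.05 from edgeR was 0 in both comparisons, and the lowest FDR was 0.671 in nonobese and 0.108 in obese mice. Under DESeq2's Wald test, 9 genes in nonobese and 105 in obese mice had an FDR below 0.05. Counting genes by an unadjusted P below 0.05 from edgeR alone gave 685 in nonobese and 991 in obese mice. By chance, 654.75 are expected among the genes tested. All 3 treated tumors lay on one side of all 3 isotype tumors for 186 of the 317 genes (58.7%) and for 189 of the 320 genes (59.1%). Selection by fold change and P favors such genes. Among all genes tested the shares were 11.2% and 12.4%, where chance gives 10% for 3 tumors against 3.

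The number of upregulated genes depended on the filter on low counts and on single tumors. Requiring at least 10 counts in every tumor left 3 upregulated genes in nonobese and 156 in obese mice, and testing every gene with at least 1 count gave 51 and 442. When each of the 12 tumors was left out in turn, the upregulated genes ranged from 11 to 80 in nonobese and from 187 to 555 in obese mice. Groups share replicate numbers, although the tumors come from different mice. Deviations from the group means correlated at 0.133 on average over the 18 pairs of tumors with the same number and at -0.0623 over the 36 pairs with different numbers. With the replicate number as a block, 10 genes were upregulated and 350 downregulated in nonobese mice, and 311 and 37 in obese mice. The number with an FDR below 0.05 was then 0 in nonobese and 2 in obese mice.

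Among genes whose groups did not overlap, Fcgr3 (chromosome 1, 171051169 to 171065915, protein coding) had the smallest P value in nonobese mice. It fell from 21.4 ± 6.29 CPM with isotype to 8.28 ± 0.979 with anti–PD-1 (SD, n = 3 each). The log2 fold change was -1.37 (standard error 0.26, FDR 0.671 from edgeR). Pf4, Pla2g7 and Ifi27l2a followed, with log2 fold changes of -1.65, -1.77 and -1.65. The upregulated gene with the smallest P value was Gucy2f (chromosome X, 142079286 to 142197276), at 0.609 ± 0.120 CPM with isotype and 2.13 ± 1.31 with anti–PD-1 (SD, n = 3 each). Its log2 fold change was 1.80 (standard error 0.48, FDR 0.833 from edgeR). In obese mice, the smallest P value belonged to Apol9a (chromosome 15, 77403789 to 77411080), which rose from 0.926 ± 0.170 to 8.43 ± 5.23 CPM (SD, n = 3 each). Its log2 fold change was 3.20 (standard error 0.49, FDR 0.108 from edgeR), and reads from its paralog Apol9b may not be separable. Ifit3, H2-T23 and H2-K1, which also belong to families of similar genes, had log2 fold changes of 1.39, 1.60 and 1.29. Slc17a9 was the downregulated gene with the smallest P value, with a log2 fold change of -1.48 (FDR 0.202 from edgeR).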

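Immune genes were examined singly and as Reactome gene sets chosen before the counts were examined, but with the paper's findings known. Cd3d (chromosome 9, 44981769 to 44987052), which encodes a chain of the T cell receptor complex, had 0, 0 and 2 counts in the isotype-treated obese group. With anti–PD-1 it had 10, 22 and 38 counts, or 1.17 ± 0.520 CPM (SD, n = 3), at least 7.35-fold higher than the 3 counts taken as the detection floor. The FDR was 0.192 from edgeR. In nonobese mice, Cd3d was at 0.216 ± 0.0795 CPM with isotype and 0.0904 ± 0.0892 with anti–PD-1 (SD, n = 3 each), a difference that did not pass an FDR of 0.05 (FDR 0.929 from edgeR). Gzmb (chromosome 14, 56258836 to 56262334) encodes granzyme B and had 2 to 3 counts with isotype and 6 to 56 with anti–PD-1 in obese mice. Its mean of 1.64 ± 1.17 CPM with anti–PD-1 (SD, n = 3) was at least 10.2-fold above the floor. The FDR of Gzmb was 0.202 in obese and 0.929 in nonobese mice, from edgeR. Ifng did not pass the filter and was not tested. In obese mice it had 0, 0 and 1 counts with isotype and 1, 12 and 6 with anti–PD-1, with a mean at least 1.95-fold above the floor and 1 treated tumor below it.

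H2-DMb1 (chromosome 17, 34153191 to 34160229), which acts in peptide loading of MHC class II, was well above the floor in every group. In obese mice it rose from 10.6 ± 0.0697 to 22.6 ± 4.53 CPM (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.21). The FDR was 0.192 from edgeR, and reads of the similar gene H2-DMb2 may not be separable. In nonobese mice its log2 fold change was -0.24 (standard error 0.21, FDR 0.929 from edgeR). Cd8a and Pdcd1 had log2 fold changes of 3.09 (FDR 0.220) and 2.48 (FDR 0.535) in obese mice, both from few counts. Cd8a had 4 to 8 counts with isotype and 9 to 86 with anti–PD-1, without overlap of the groups in CPM. Pdcd1 had 0 to 12 and 11 to 55 counts, and its groups overlapped. Cd274, which encodes PD-L1, changed by 0.95 (FDR 0.521).

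Of the 293 genes upregulated in obese mice, 19 belonged to the 68 tested genes of interferon gamma signaling (27.9%), against 2.24% of all genes tested. The shares were 14.8% of the 88 genes of class I MHC antigen processing and presentation, 53.8% of the 13 genes of PD-1 signaling and 9.46% of the 74 genes of MHC class II antigen presentation. The camera test of limma ranks a set against all other genes. It placed 6 of 8 sets higher with anti–PD-1 in obese mice at an FDR below 0.05. Striated muscle contraction was among the 6 sets, with a median log2 fold change of 1.44, and MHC class II antigen presentation was not (FDR 0.305). In nonobese mice, 6 of the 8 sets were lower, among them interferon gamma signaling (median -0.16, FDR 2.03e-05) and PD-1 signaling (-0.37, FDR 0.00373). The alternatives given below for obese mice were not run for the sets in nonobese mice, so how far these FDR values depend on them is not known. For the difference between the 2 responses, 7 of the 8 sets were higher, and 0 when the correlation between genes was estimated. In obese mice, 6 sets passed again with the replicate number as a block. Estimating the correlation between the genes of each set left 4 of the 8 sets, and the fry rotation test also left 4.

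**Figure D1:**
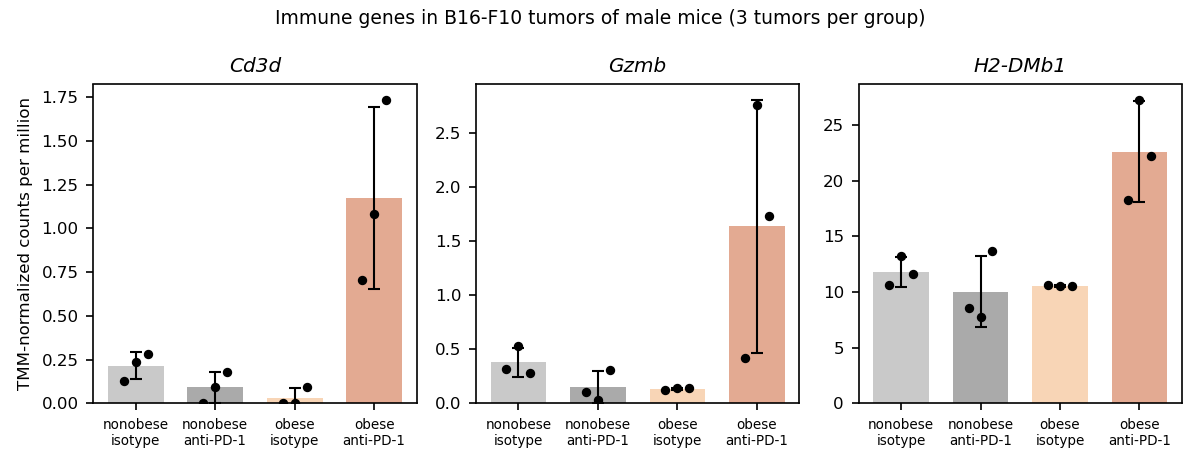
TMM-normalized CPM of Cd3d, Gzmb and H2-DMb1 in the 4 groups; bars are means of 3 tumors, error bars are SDs, and points are single tumors. In obese mice, the 3 anti–PD-1–treated tumors lie above the 3 isotype-treated tumors for each gene, with a mean of 22.6 against 10.6 CPM for H2-DMb1.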

Quantitative PCR (qPCR) analysis of some immune-related differentially expressed genes supported the activation of a T cell–mediated immune response following anti–PD-1 treatment in obese mice only (Supplemental Figure 1B). 

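The Hallmark gene sets with genes printed for both diets in the Supporting Data Values of Fig. 1C numbered 17. To avoid testing genes in the tumors they were chosen from, the core genes printed for one diet were tested in the other diet. The sets themselves were selected, since the paper's figure shows sets enriched in each diet, and this favors a change of all 17 lists. Lists held 15 to 39 genes in the obese and 16 to 39 in the nonobese comparison, since up to 39 printed genes per set were used. The full Hallmark sets were not used here, so no enrichment score was recomputed. In obese mice, all 17 lists taken from the nonobese comparison were higher with anti–PD-1 at an FDR below 0.05 by camera. Their median log2 fold changes ran from 0.25 to 1.10. In nonobese mice, all 17 lists taken from the obese comparison were lower, with medians from -1.13 to -0.21. The 2 lists of a set are different lists, so their medians do not show the same genes moving in opposite directions. The 2 interferon gamma response lists together held 70 different genes. The list tested in obese mice had a median log2 fold change of 0.89 (38 of 39 genes higher). The other list, tested in nonobese mice, had a median of -0.87 (39 of 39 genes lower). For the 2 interferon alpha response lists, the medians were 1.10 in obese and -0.52 in nonobese mice. The 2 epithelial mesenchymal transition lists together held 67 different genes. The list tested in obese mice rose by a median of 0.30, and the list tested in nonobese mice fell by 1.13.

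These counts of lists depend on how the correlation between genes is treated. Camera takes a small fixed correlation by default. When the correlation was estimated for each list, 0 lists passed an FDR of 0.05 in either diet. The fry rotation test left 3 lists in obese and 0 in nonobese mice. The number higher or lower in direction at an unadjusted P below 0.05 was 17 in each diet under the default. With the replicate number as a block, 17 lists still passed in each diet. The pairing correlation was 0.272 for tumors of the nonobese groups and -0.0527 for those of the obese groups.

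**Figure D2:**
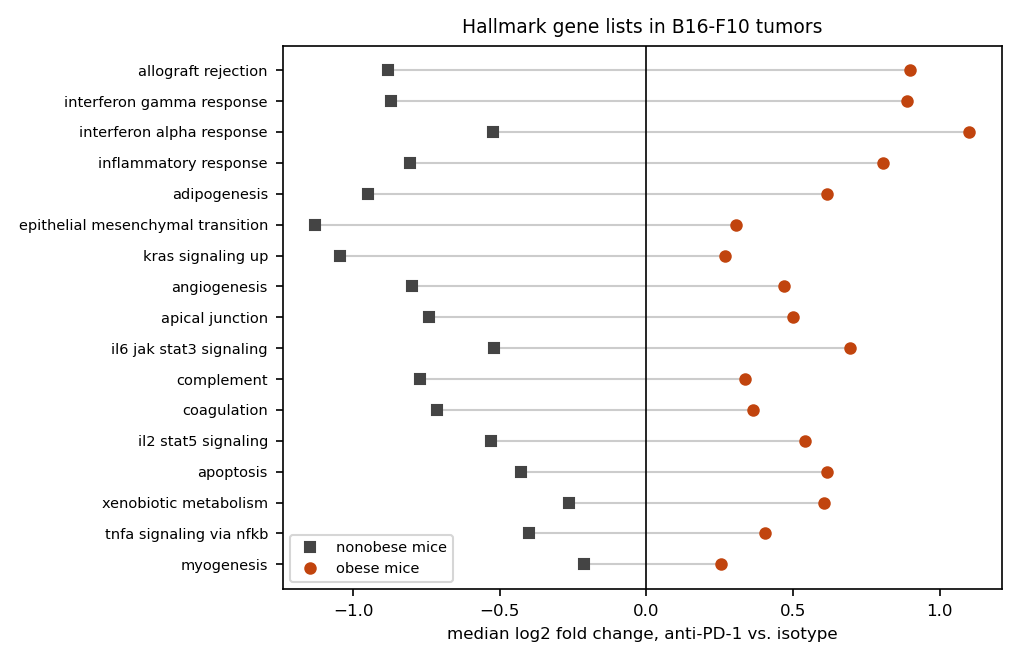
Median log2 fold change with anti–PD-1 against isotype for 17 Hallmark sets. Squares are nonobese mice and circles are obese mice, with 3 tumors per group. The square and circle of a set come from different gene lists, each taken from the other diet. Medians are between -1.13 and -0.21 in nonobese mice and between 0.25 and 1.10 in obese mice, with lists ordered by the gap between diets.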

Interestingly, gene set enrichment analysis (GSEA) revealed that anti–PD-1 treatment in obese mice led to enrichment of gene sets that were in contrast reduced in response to anti–PD-1 in nonobese mice (Figure 1C). These analyses highlighted that PD-1 blockade had distinct effects on the transcriptome within the tumors of obese versus nonobese mice. Furthermore, immunophenotyping of bulk tumors revealed that anti–PD-1 treatment in obese mice was associated with an increase in the percentage of infiltrating CD3^+^ T cells, along with a higher number of effector CD8^+^ T cells expressing CD69 and CD44 activation markers (Figure 1D and Supplemental Figure 2C). 

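The difference between the 2 responses was tested directly, as the change with anti–PD-1 in obese mice minus that in nonobese mice. At a fold change above 2 and an unadjusted P below 0.05, 645 genes responded more positively in obese mice and 109 more negatively. The number of genes with an FDR below 0.05 was 0, with a lowest FDR of 0.0596, and 1687 genes had an unadjusted P below 0.05, against 654.75 expected by chance. Under DESeq2's Wald test, 283 genes had an FDR below 0.05 for this difference. With the replicate number as a block, 679 genes responded more positively, 90 more negatively, and 11 had an FDR below 0.05. The mean correlation of same-numbered tumors behind that block was 0.133. The smallest P value was that of Ifit3 (chromosome 19, 34583119 to 34588982), with a log2 difference of 2.23 (standard error 0.32, FDR 0.0596 from edgeR). Ifit3 fell from 15.6 ± 2.88 to 8.72 ± 1.00 CPM in nonobese mice and rose from 17.4 ± 0.835 to 45.5 ± 16.3 CPM in obese mice (SD, n = 3 each). Apol9a, Ifi27l2a and Fcgr3 followed, with log2 differences of 4.61, 2.99 and 2.35. Adipoq, an adipocyte gene, had a log2 difference of 5.38 (standard error 0.87, FDR 0.0709 from edgeR). H2-DMb1 differed by 1.34 (standard error 0.30, FDR 0.118 from edgeR). Of the genes downregulated in nonobese and upregulated in obese mice, 73 were the same genes, where 6.76 are expected if the lists were independent. Genes varied together across these tumors, with 37.1% of the variance on 1 principal component. Such genes enter or leave lists together, so the excess alone does not show opposite responses to treatment. From the numbers of upregulated genes and the opposite enrichment of gene sets, the paper concludes that PD-1 blockade affected the tumor transcriptome differently in obese and nonobese mice.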

Further, infiltration of tumor antigen-specific CD8^+^ T cells was reduced in tumors of untreated obese mice compared with nonobese mice (Figure 1D). Anti–PD-1 treatment led to a 4-fold increase in tumor antigen-specific CD8^+^ T cells in obese mice but not in nonobese mice. Together, these results showed that, in mice, obesity is associated with greater T cell–mediated antitumor immune responses to PD-1 blockade.

As B16-F10 tumors are poorly immunogenic and show poor response to PD-1 blockade (15), we investigated the impact of obesity on response to ICI in murine MC38 colorectal tumors, which are immunogenic and sensitive to anti–PD-1 (14). In contrast with B16-F10 tumors, obesity did not increase the growth of MC38 tumors, and both obese and nonobese mice responded to anti–PD-1 treatment (Supplemental Figure 3A). However, infiltration of CD3^+^ T cells was decreased by obesity and restored upon anti–PD-1 treatment (Supplemental Figure 3B). Interestingly, and in line with the immunogenicity of the MC38 model, antigen-specific CD8^+^ T cell infiltration was increased by PD-1 blockade in both obese and nonobese mice (Supplemental Figure 3B). Although obesity has been shown to promote differentiation and activation of tumor-associated myeloid-derived suppressor cells (MDSC) (16), we did not observe any difference in tumor-infiltrating MDSC between obese and nonobese mice in either B16-F10 or MC38 tumors (data not shown). These results suggest that the impact of obesity on response to immune checkpoint inhibition may be context dependent.

To evaluate whether the effect of obesity on response to ICI was restricted to males, we performed PD-1 blockade experiments on female mice injected with B16-F10 tumor cells. As observed in males, tumor growth was increased in obese compared with nonobese female mice, though the difference was not significant in this experiment (*P* = 0.051) (Supplemental Figure 4A). However, whereas in males, efficacy of anti–PD-1 blockade was restricted to obese mice, both obese and nonobese females responded to anti–PD-1 treatment. In addition, anti–PD-1 treatment was more impactful in nonobese females, which displayed increased infiltration of CD3^+^ and tumor antigen-specific CD8^+^ T cells, whereas this was not observed in obese females (Supplemental Figure 4B). These results suggest that obesity has a sex-dependent effect on response to ICI.

Since the gut microbiota is known to modulate the response to immunotherapy (17) and to be modulated by obesity (18) and sex (19), we examined the composition of the gut microbiota in obese or nonobese male and female mice. We observed differences in the relative abundance in microbiota species between the different groups, but no substantial difference was observed in this model between nonobese males, which did not respond to anti–PD-1, and nonobese females, which were sensitive to anti–PD-1 treatment (Supplemental Figure 5). Moreover, although obese males, obese females, and nonobese females all responded to anti–PD-1 treatment, they displayed different compositions of microbiota species. We specifically examined the abundance of bacterial species that have been associated with a better response to immunotherapy (20–22), but we did not observe any correlation with anti–PD-1 efficacy. These results suggest that the gut microbiota is not a major contributor to the effect of obesity on the efficacy of PD-1 blockade in this model.

### Obesity modulates estrogen receptor signaling in the tumor.

To investigate the mechanisms behind the increased efficacy of anti–PD-1 in obese male mice, we compared the gene expression profile of B16-F10 tumors in obese and nonobese isotype-treated mice. This analysis was done in the absence of anti–PD-1 treatment to identify any baseline effects of obesity that could explain why obese mice are more sensitive to anti–PD-1 treatment. 

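This comparison used the 3 isotype-treated obese and 3 isotype-treated nonobese tumors of the experiment in Fig. 1B. The same model of 12 tumors gave the fold change of obese against nonobese tumors. At a fold change above 2 and an unadjusted P below 0.05, 32 genes were higher and 147 were lower in obese mice. The number of genes with an FDR below 0.05 was 0, with a lowest FDR of 0.0862. Counting by an unadjusted P below 0.05 alone gave 1739 genes, against 654.75 expected by chance. For 103 of the 179 genes past both thresholds (57.5%), the groups did not overlap, which selection by the thresholds favors. Among all genes tested the share was 19.4%, where chance gives 10%. DESeq2's Wald test gave 172 genes with an FDR below 0.05, the largest change among the alternatives tried. With the replicate number as a block, 32 genes were higher and 174 lower, and the pairing correlation was -0.0356 within the isotype groups. The numbers of higher and lower genes moved with the filter, from 14 and 58 with at least 10 counts in every tumor to 59 and 267 with at least 1 count. Among lower genes without overlap, Cnnm1 (chromosome 19, 43439069 to 43497210) had the smallest P value. It was at 5.29 ± 0.325 CPM in nonobese and 1.89 ± 0.0815 in obese mice (SD, n = 3 each). The log2 fold change was -1.48 (standard error 0.27, FDR 0.107 from edgeR). Etv4, Kif26a and Lrg1 had log2 fold changes of -1.38, -1.21 and -2.16. Among higher genes, Cpne4 had a log2 fold change of 1.03 (standard error 0.15, FDR 0.0862 from edgeR). Mgll, which encodes a lipase, rose from 155.8 ± 46.8 to 416.5 ± 75.6 CPM (SD, n = 3 each), a log2 fold change of 1.42 (standard error 0.22, FDR 0.0862 from edgeR).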

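For the 17 Hallmark sets of Fig. 2A, core genes printed in the Supporting Data Values were followed in the counts, 11 to 39 genes per set. At most 39 printed genes per set were used, so the core lists of sets with 39 may be longer. Core genes with larger changes may be missing from those sets. These genes were picked by the paper's enrichment analysis of the same tumors, so their direction was fixed by that choice and only their size is informative. Medians were lower in obese mice for 16 sets, with log2 fold changes from -1.15 to -0.30. PROTEIN_SECRETION was higher, by a median of 0.22. The epithelial mesenchymal transition, inflammatory response, angiogenesis and interferon gamma response genes had medians of -0.56, -0.56, -0.78 and -0.54. Few of the core genes used passed a fold change above 2 and an unadjusted P below 0.05 by themselves. Among angiogenesis genes 2 of 14 did, among inflammatory response genes 0 of 39, and among coagulation genes 4 of 32. Reactome sets were also tested, since their genes were not picked by that enrichment analysis. The sets were chosen with the paper's findings known and were tested in the same tumors. Only their gene membership is therefore free of that choice. By camera, 2 of 8 sets were lower in obese mice at an FDR below 0.05. Collagen formation had a median of -0.45 over 56 genes (FDR 2.97e-05), and striated muscle contraction a median of -1.33 over 25 genes (FDR 0.000765). Interferon gamma signaling was not different at a median of -0.10 over 68 genes (FDR 0.280). Neither set passed when the correlation between genes was estimated or with the fry rotation test, which both gave 0 sets.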

Transcriptomic analysis revealed enrichment of gene sets related to carcinogenesis and inflammatory processes in nonobese mice compared with obese mice (Figure 2A). These observations are in line with the increased tumor growth observed in obese mice. 

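The Hallmark set "Estrogen_Response_Late" was represented by 39 core genes printed for Fig. 2A, the most used for any set. Its core list is longer than these 39 genes, since the paper also draws the 25 genes labeled in Fig. 2C from it. Their median log2 fold change in obese against nonobese isotype-treated mice was -0.40, and 0 of them had a fold change above 2 with an unadjusted P below 0.05. Of the 25 genes labeled in Fig. 2C, 2 passed both thresholds, so the 39 genes leave out core genes with larger changes. The 0 and the median therefore describe the genes used and not the whole core list. Other sets with 39 genes may be cut in the same way, which also limits a ranking of medians. The median, -0.404 to a further digit, was smaller in size than those of most sets, among them myogenesis (-0.67) and epithelial mesenchymal transition (-0.56). It was larger in size than those of hypoxia (-0.303), IL2_STAT5_SIGNALING (-0.397) and PROTEIN_SECRETION (0.217). The genes were selected for their rank in these same tumors, so a lower direction of all 39 genes was given by the selection.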

Interestingly, we identified a signature of genes related to the response to estrogens that were differentially regulated between nonobese and obese mice (Figure 2, A and B). This suggests that several estrogen-related genes were enriched in nonobese males compared with obese males. This result was supported by differential gene expression analysis (Figure 2C) and qPCR analysis (Supplemental Figure 6), verifying the downregulation of the most significant differentially expressed genes of the estrogen response signature in obese males. 

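The 25 estrogen-related genes labeled in Fig. 2C were tested one by one and as a list. All 25 genes had lower counts in obese than in nonobese isotype-treated mice, with log2 fold changes from -2.29 to -0.22 and a median of -0.45. Of these, 8 had an unadjusted P below 0.05, and 2 also had a fold change above 2. The number with an FDR below 0.05 was 0, both over all genes tested (lowest FDR 0.266) and over the 25 genes alone. The adjustment over 25 genes shows no stability, since the genes were called from these tumors. The groups did not overlap for 12 of the 25 genes (48%), where chance gives 10%, but the genes were selected in these tumors. In the anti–PD-1–treated tumors, whose fold changes did not select them, 4 of the 25 genes (16%) had no overlap, 2 lower and 2 higher in obese mice. As a list, their median was the largest in size of the 10 splits of the 6 tumors, which in an exact permutation test is P = 0.1, the smallest value possible (two-sided). The genes were chosen from the real split, so this rank was given by the choice and shows no stability. The median was -0.45 with the replicate number as a block and between -0.52 and -0.31 when each of the 12 tumors was left out in turn, with the same limit.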

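The genes measured by qPCR in Supplemental Figure 6 changed by less than the fold change of 2 used for differential expression. Rps6ka2 (chromosome 17, 7088971 to 7303315, protein coding) had the smallest P value among the 25 genes. It was at 40.4 ± 3.44 CPM in nonobese and 28.7 ± 7.24 in obese isotype-treated mice (SD, n = 3 each). The log2 fold change was -0.49 (standard error 0.16, FDR 0.266 from edgeR). Farp1 (chromosome 14, 121035168 to 121283744) was at 94.2 ± 0.917 and 68.8 ± 10.6 CPM (SD, n = 3 each), a log2 fold change of -0.45 (standard error 0.15, FDR 0.279 from edgeR). Kcnk5 had the largest change of the genes measured by qPCR, -0.77 (FDR 0.322), from 3.33 ± 0.356 to 1.95 ± 0.433 CPM. Dcxr and Mest had log2 fold changes of -0.48 (FDR 0.317) and -0.55 (FDR 0.350). The groups did not overlap for Rps6ka2, Farp1, Kcnk5, Dcxr or Mest. Ckb, Tiam1 and Ccnd1 had smaller log2 fold changes of -0.26, -0.22 and -0.27, with FDR values of 0.390, 0.392 and 0.397 from edgeR.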

Although it is known that the estrogen production is increased in adipose tissue (12), this is to our knowledge the first time that a different expression profile of estrogen-regulated genes has been observed within the tumor of obese versus nonobese males. Since estrogens act as transcription factors that can either promote or repress the expression of their target genes (23), the high levels of estrogens in obese males may repress the expression of these estrogen-related genes. 

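Transcripts of the receptors and of aromatase were few in these tumors. Esr1 (chromosome 10, 4611989 to 5005633), which encodes estrogen receptor alpha, was at 3.01 ± 0.520 CPM in nonobese and 2.88 ± 0.712 in obese isotype-treated mice (SD, n = 3 each). Its log2 fold change of -0.05 was within the error (standard error 0.28, FDR 0.952 from edgeR). Esr2 had at most 1 count and Cyp19a1, the aromatase gene, at most 1 count in any isotype-treated tumor, so differences in them were not detectable at this depth. In anti–PD-1–treated mice, the 25 genes of Fig. 2C had a median log2 fold change of -0.02 between obese and nonobese tumors, with 14 genes lower and 11 higher. The fold changes behind the choice of the genes did not come from these tumors. The paper's P values were matched by a model of all 12 tumors, so these tumors may have entered its estimates of variance. With the replicate number as a block, this median was -0.03, and the correlation of same-numbered tumors in these groups was 0.301. From the gene sets and the genes lower in obese mice, the paper concludes that estrogen signaling in the tumor differs between obese and nonobese males.

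**Figure D3:**
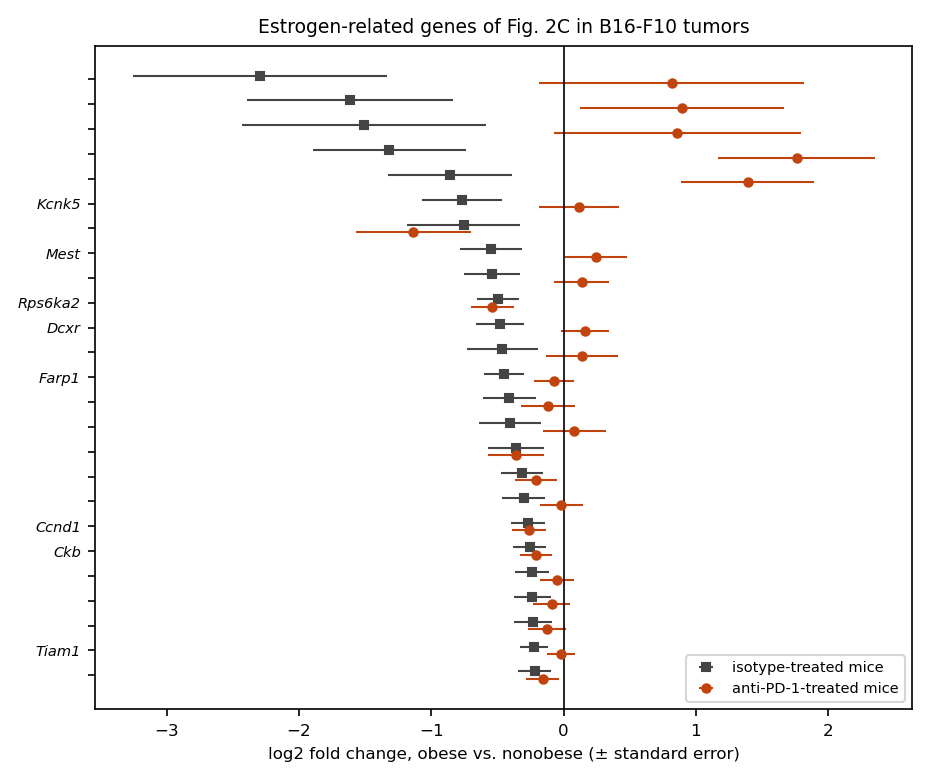
Log2 fold change of obese against nonobese tumors for the 25 genes of Fig. 2C; squares are isotype-treated and circles anti–PD-1–treated mice, with 3 tumors per group and bars of 1 standard error. Names are given for the genes measured by qPCR that are described in the text. All 25 squares are below 0, with a median of -0.45, and the circles lie on both sides of 0, with a median of -0.02.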

Overall, these transcriptional analyses revealed that estrogen signaling within the tumor differs between obese and nonobese males. To determine whether obesity also modulates estrogen metabolism systemically, we measured plasma estrogen levels by assessing the activity of estrogen receptors in a cell-based reporter assay and found that obese males displayed higher levels of estrogens than nonobese males (Figure 2D), consistent with previous findings in humans (24–26). Since sex disparities occur in immune responses, and specific immunomodulatory properties have been attributed to sex hormones, especially estrogens (27), we hypothesized that estrogens could be an obesity-derived factor modulating the sensitivity to PD-1 blockade in male mice.

### Inhibition of 17β-estradiol synthesis reduces efficacy of anti–PD-1 treatment in obese males.

The 17β-estradiol (E2) hormone is the main active form of estrogens and is converted from testosterone by the aromatase (CYP19A1) enzyme. Since aromatase is highly expressed in adipocytes, the adipose tissue is one of the main sources of estrogens in males (12). To investigate the impact of estrogens on the efficacy of anti–PD-1 treatment, obese males were treated with letrozole, an aromatase inhibitor, before subcutaneous injection of B16-F10 tumor cells. Transcriptomic analysis of the tumors showed a higher expression of several genes from the estrogen signature after letrozole treatment (Figure 3A). The upregulation of the estrogen target genes in letrozole-treated mice led to an expression profile that was similar to what was observed in nonobese males when compared with obese males, verifying the efficacy of letrozole treatment in affecting estrogen signaling. Letrozole- or vehicle-pretreated obese mice were then treated with anti–PD-1 or isotype control antibodies after development of palpable tumors. In vehicle-treated obese mice, we verified a decrease in tumor growth upon anti–PD-1 treatment (Figure 3B). In contrast, anti–PD-1 was not efficient in letrozole-treated mice, in which tumor growth was strongly increased compared with the vehicle-treated groups, independently of anti–PD-1 treatment. We excluded any direct proliferative effect of letrozole on B16-F10 cells (data not shown). We did not observe a significant increase in CD3^+^ T cell infiltration in response to PD-1 blockade in both groups, but anti–PD-1 treatment was associated with increased numbers of antigen-specific CD8^+^ T cells in letrozole-treated mice (Figure 3C). Gene expression analysis revealed higher expression of *Cd3d* in vehicle-treated mice in response to anti–PD-1, and a trend toward increased expression of other immune-related genes was observed (Figure 3D). In contrast, letrozole-treated mice displayed similar expression levels of immune-related genes, independently of anti–PD-1 treatment. This observation was associated with a trend toward higher numbers of antigen-specific, CD44^+^, and CD69^+^ CD8^+^ T cells in vehicle-treated mice receiving anti–PD-1 (Figure 3C and Supplemental Figure 7). Collectively, these results suggest that aromatase-derived estrogens may favor the antitumor immune response in obese males and their sensitivity to anti–PD-1 treatment. Since estrogens appeared to determine anti–PD-1 efficacy in obese mice, we investigated the impact of E2 administration in nonobese male mice. Oral administration of E2 increased the levels of circulating estrogens in nonobese mice (Supplemental Figure 8A). However, this did not affect the efficacy of anti–PD-1 treatment, since tumor growth and immune cell infiltration were similar in E2-treated and vehicle-treated groups (Supplemental Figure 8, B and C). We hypothesize that, in addition to estrogens, obesity-associated hormonal modulation affects other steroid hormones, which may also have immunomodulatory properties. This suggests that estrogens are required but not sufficient for males to respond to PD-1 blockade in this model.

### Adipocyte-derived estrogens increase the antitumor immune response by stimulating antigen-presenting cells.

We next investigated how estrogens produced by the adipose tissue modulated antitumor immunity using an in vitro model of adipocytes derived from human adipose stem cells. To achieve this, we generated aromatase-knockout (ArKO) adipocytes by disrupting the *CYP19A1* gene that encodes the aromatase enzyme (Supplemental Figure 9A). After incubation in the presence of testosterone, wild-type adipocytes expressing the aromatase enzyme (ArWT adipocytes) produced estrogens, whereas ArKO adipocytes did not (Figure 4A and Supplemental Figure 9B). Since adipocytes are capable of converting testosterone into other androgens through the action of different enzymes (28), we analyzed the concentration of dihydrotestosterone and androstenedione and found that both types of adipocytes produced similar levels of androgens when incubated with testosterone (Supplemental Figure 9C). This suggests that the main difference between ArWT and ArKO adipocytes in this assay is their capacity to produce estrogens.

Since we observed that genes related to antigen presentation were enriched in response to anti–PD-1 treatment in obese males (Supplemental Figure 1), we examined whether adipocyte-derived estrogens have a direct stimulatory effect on antigen-presenting cells. We generated bone marrow–derived dendritic cells (BMDC) in a hormone-free medium supplemented with supernatants from ArWT or ArKO adipocytes. The percentage of CD11c^+^ dendritic cells was increased in differentiated BMDC cultured with supernatants from testosterone-treated ArWT adipocytes but not from ArKO adipocytes (Figure 4B and Supplemental Figure 10). We then stimulated these BMDC with TNF-α and found that BMDC generated in the presence of supernatant from testosterone-treated ArWT adipocytes had higher surface levels of MHC class I and class II; CD80, CD86, and CD40 costimulatory molecules; and PD-L1 (Figure 4C). This was not the case with ArKO adipocyte supernatant, demonstrating that adipocyte-derived estrogens enhance the differentiation of bone marrow progenitors into dendritic cells and their activation.

To verify if ER signaling was the main mechanism responsible for the enhanced activation profile of BMDC in this assay, we generated BMDC in a standard medium with the addition of fulvestrant, which selectively downregulates ER. After differentiation, we found that the percentage of CD11c^+^ cells was reduced in the presence of fulvestrant, verifying the importance of ER signaling in BMDC differentiation (Figure 4D). Following stimulation with TNF-α, BMDC generated with fulvestrant showed a lower level of activation characterized by a reduced expression of MHC class I and II; CD80, CD86, and CD40 costimulatory molecules; as well as PD-L1 (Figure 4E). We also investigated the involvement of the 2 isoforms of the ER, ERα and ERβ, in the estrogen-dependent differentiation of BMDC by testing 2 selective ER antagonists, the ERα-specific antagonist methyl-piperidino-pyrazole (MPP) and the ERβ-specific antagonist 4-[2-Phenyl-5,7-bis(trifluoromethyl)pyrazolo[1,5-a]pyrimidin-3-yl]phenol (PHTPP). BMDC differentiation was not significantly affected by ER antagonists, but the activation profile of BMDC was impaired in the presence of MPP (Supplemental Figure 11). However, PHTPP treatment did not affect BMDC activation, indicating that ERα signaling, rather than ERβ, is required for the differentiation of functional BMDC.

Next, we investigated whether the effects of estrogens on BMDC modulate the antitumor immune response. We conducted an in vitro antigen-specific cytotoxicity assay including BMDC, antigen-specific CD8^+^ T cells, and antigen-labeled tumor cells (Figure 5A). We verified that E2 had a stimulatory effect on BMDC differentiation and activation, as E2-treated BMDC exhibited a higher percentage of CD11c^+^ cells and upregulated expression of MHC and costimulatory molecules (Figure 5, B and C). After incubation with TNF-α and OVA, BMDC were cultured with OVA-specific CD8^+^ T cells isolated from OT-I mice, to assess their capacity to process and present antigens. We observed higher production of IFN-γ when CD8^+^ T cells were cultured with E2-treated BMDC, showing that BMDC generated in the presence of E2 were more efficient in priming antigen-specific CD8^+^ T cells (Figure 5D). To finally assess antigen-specific T cell functionality, we pulsed GFP^+^ tumor cells with the MHC class I–restricted OVA peptide and incubated them with BMDC and CD8^+^ T cells. Tumor cell growth was impaired when BMDC were generated in the presence of E2 (Figure 5E). We excluded any direct effect of estrogens on tumor cells, as tumor cell growth was similar in the presence or absence of E2 in the medium (Supplemental Figure 12). Together, these results demonstrate the impact of adipocyte-derived estrogens on the generation of functional dendritic cells through enhancement of their capacity to activate antigen-specific T cells and promote tumor cell killing.

### High levels of estrogens are associated with improved survival in men with melanoma treated with ICI.

To explore the translational aspect of our findings, we studied the relationships between BMI, estrogen levels, and clinical response in a cohort of patients with melanoma treated with ICI as the first, second, or third line of treatment (Supplemental Table 1). Patients were categorized as lean (BMI < 25 kg/m^2^) or overweight/obese (BMI ≥ 25 kg/m^2^), and according to their clinical response they were classified as nonresponders (progressive disease) or responders (complete response, partial response, and stable disease) according to Response Evaluation Criteria In Solid tumors (RECIST) criteria. First, we found that about 75% of overweight/obese men were responders, compared with only 17% of responders in lean patients, whereas in women no difference was observed between lean and overweight/obese patients (Figure 6A). However, survival analysis did not show increased overall survival (OS) for overweight/obese men, even though a trend was observed (Supplemental Figure 13A).

Since we concluded that estrogens could affect the response to ICI in male mice, we next investigated the relationship between estrogen levels and clinical response. Unexpectedly, estrogen levels were not significantly increased in overweight/obese patients (Supplemental Figure 13B). However, men who responded to ICI had higher levels of estrogens compared with nonresponders (Figure 6B). Interestingly, no significant association was found in women. We then categorized patients into estrogen-high and estrogen-low patients, taking as a cutoff the median concentration measured in nonobese patients. Survival analysis showed that men with high estrogen levels had a highly significant prolonged OS compared with men with low estrogen levels (Figure 6C). In women, no association between estrogen levels and OS was observed. We observed similar results when analyzing outcomes of patients who received ICI as first-line treatment only (Supplemental Figure 13C). We also examined the relationship between estrogen levels and patient OS by considering estrogen levels as a continuous variable, and we observed that the OS in men tended to increase with estrogen levels while no association was observed in women (Supplemental Figure 13D). Together, these results indicate that high levels of estrogens are associated with enhanced response to ICI in men with melanoma.

## Discussion

The development of ICI has considerably improved the outcome of patients with cancer. However, many patients do not benefit from these treatments. Recent studies suggest that, although obese patients are more at risk of developing cancer, they may be more sensitive to ICI-based therapies (5–7, 9, 29–32) and other targeted therapies (5, 33). In this study, we found that obesity was associated with a better response to ICI in males but not in females with melanoma and identified a role for estrogens in the efficacy of ICI.

First, we showed that obese mice bearing B16-F10 tumors developed larger tumors than nonobese mice, consistent with previous observations that have identified obesity as a major risk factor for cancer (34). However, when mice were treated with ICI, we observed that obese mice responded better to PD-1 blockade than nonobese mice. We uncovered transcriptomic differences within the tumors of obese versus nonobese mice following anti–PD-1 treatment. In particular, anti–PD-1 treatment in obese mice was associated with an enrichment of genes involved in antigen processing and presentation and of genes involved in the response to IFN-γ. We also observed an increased infiltration of antigen-specific CD8^+^ T cells within the tumors of obese mice. In contrast, we did not observe differences in MDSC infiltration, though these cells are known to accumulate in obesity and can promote tumor growth (16, 35). However, the mouse models in this study were implanted tumors, which exhibit a different tumor microenvironment and immune infiltrates than spontaneous tumors. Therefore, the impact of obesity needs to be further investigated in other models. Taken together, these results suggest that obesity modulates the tumor microenvironment and creates a landscape more responsive to checkpoint inhibition.

We further showed that, in mice, the enhancement of treatment efficacy by obesity was restricted to males. In patients with melanoma, we observed a similar sex-specific relationship between obesity and response to ICI. Overweight/obese men showed a better clinical response than lean patients, whereas no difference was observed in women. This sex-specific efficacy of anti–PD-1 was unclear, since previous studies on the role of obesity in the response to immunotherapy typically used only one sex (9, 13) or rarely performed sex-based analyses (9, 36). Since obesity modulates the composition of gut microbiota, which is known to affect the response to immunotherapy, we compared the abundance of bacteria species across obese and nonobese male and female mice. However, we did not observe differences in gut microbiota composition associated with a better response to anti–PD-1. Some bacterial species that have been associated with enhanced responses to immunotherapy, such as Akkermansia (20), exhibited comparable abundance in both males and females, despite the difference in their response to anti–PD-1. Therefore, we excluded gut microbiota as a major contributor to the sex-specific effect of obesity on the efficacy of anti–PD-1. However, the small sample size and the lack of posttreatment analysis may limit the impact of gut microbiota in this study.

We propose that differences in estrogen levels may contribute to the sex-specific impact of obesity on anti–PD1 efficacy, since adipose tissue is an important source of estrogens in obese males (12). Notably, estrogens have been characterized as a tumor-promoting factor in hormone-dependent cancers, such as breast cancer, in which estrogen signaling promotes the expression of proliferative and antiapoptotic genes (23). In contrast, other studies identified tumor-suppressive functions of ER signaling in cancers that are not known to be hormone dependent, such as renal and colorectal cancers (37, 38). Here, we found that estrogen target genes were enriched in the tumors of nonobese male mice compared with obese males in the absence of treatment, suggesting that these genes are repressed by the high levels of estrogens in obese males. We further showed that inhibiting estrogen production in obese males resulted in the loss of anti–PD-1 efficacy, suggesting that beyond their known pro-tumor and tumor-suppressive properties, estrogens may have a determining role in the induction of the antitumor immune response. However, pharmacological administration of estrogen to nonobese male mice was not sufficient to enhance anti–PD-1 efficacy. This suggests that other obesity-associated factors are necessary to reproduce the hormonal changes that occur in obese mice and to improve their response to anti–PD-1 treatment. In males, the obesity-associated increased production of estrogens may be associated with lower levels of androgens, which have been shown to suppress T cell activity (39). Targeting both estrogen and androgen signaling could thus potentially be an effective strategy to optimize anti–PD-1 efficacy in males. Mechanistically, we confirmed that ERα signaling was required for the efficient differentiation of murine BMDC, in line with a previous study (40). We further evidenced the increased capacity of estrogen-treated BMDC in eliciting an antigen-specific killing of tumor cells. These findings suggest that estrogens support the induction of a tumor-specific immune response through a direct action on dendritic cells. Interestingly, it was recently shown that obesity can also affect the immune phenotype of tumor-infiltrating macrophages by enhancing PD-1 expression via inflammatory cytokines (41). However, we did not observe any effect of estrogen treatment on the differentiation and activation profile of bone marrow–derived macrophages, suggesting that dendritic cells are the primary target of estrogen activity.

In men with melanoma treated with ICI, we showed a positive association of estrogen levels with improved outcome, whereas high BMI was not correlated with patient survival. Although the small sample size of this cohort limits interpretation of the results, these data suggest that estrogens could be used as a predictive factor of response to ICI in men with melanoma. It will be important to confirm this hypothesis in a larger patient cohort. In addition, further investigation into the sex-specific impact of estrogens on tumor immunity will be important for adapting therapeutic strategies. In this study, most (14/16) female patients were postmenopausal but responded to ICI-based therapies. This suggests that estrogens are not necessary for a favorable response in postmenopausal women. In men, it is possible that the positive impact of estrogens is a combination of their direct immunostimulatory properties and an indirect effect through the reduction of androgen levels, which are known to suppress T cells (39). Overall, these observations highlight the need to perform sex-specific analyses to adapt and optimize treatment for both women and men.

Since obesity is associated with important metabolic and immune dysregulation, other mechanisms beyond estrogen signaling are likely to be involved in the survival advantage of obese patients receiving ICI-based therapies. For instance, leptin has been proposed as an obesity-derived factor favoring the efficacy of ICI (9, 10). In conclusion, this study supports an important role for estrogens in the efficacy of ICI in obese males. This work encourages further investigation of estrogen signaling in the context of anticancer immunity. Indeed, the characterization of the specific context required for a beneficial effect of estrogens may help predict the clinical response of patients with cancer receiving ICI-based therapies. This would also open the path to strategies targeting hormonal pathways to improve the efficacy of current immunotherapies.

## Methods

### Sex as a biological variable.

Our study was designed by accounting for sex as a biological variable. Thus, we examined male and female animals before focusing on male mice to further investigate sex-specific effects. Our clinical study also examined male and female patients, and we performed sex-specific analysis.

### Mice.

C57BL/6J and OT-I mice were purchased from Charles River Laboratories (France) and were housed under specific pathogen–free conditions, with 12-hour light/12-hour dark cycles and at 20°C–24°C at the animal facility of the University of Geneva. All experiments, including cell implantation, treatments, and organ sampling, were performed in the morning to limit the impact of circadian rhythm. For diet-induced obesity, 4- to 5-week-old mice were fed with a Western diet (Ssniff E15746) supplemented with 0.2% cholesterol until mice showed a 50% weight increase (15 weeks for males and 28 weeks for females) (42). A matching control diet (Ssniff E157453) was used for experiments on nonobese mice.

### Cell lines.

The B16-F10 cell line (ATCC CRL-6475) was maintained in Dulbecco’s modified Eagle medium (DMEM; Gibco 41966029) supplemented with 10% fetal bovine serum (FBS; MP Biomedicals), 100 U/mL penicillin/streptomycin (Gibco 15140122), 2 mM l-glutamine (Gibco 25030024), and 1 mM sodium pyruvate (Gibco 11360039). The MC38 cell line (Sigma-Aldrich SCC172) was maintained in DMEM/F-12 (Gibco 31330038) supplemented with 10% FBS and 100 U/mL penicillin/streptomycin. Renca H2-Kb GFP cells were previously generated in our lab as described (43) and were cultured in RPMI 1640 (Gibco 21875034) supplemented with 10% FBS, 100 U/mL penicillin/streptomycin, 2 mM l-glutamine, 1 mM sodium pyruvate, and 1× minimum essential medium nonessential amino acids (Gibco, 11140035). The T47D-KB-Luc cell line (ATCC CRL-2865) was maintained in RPMI 1640 supplemented with 10% FBS, 100 U/mL penicillin/streptomycin, and 2 mM l-glutamine. For hormone deprivation experiments, RPMI 1640 was replaced by RPMI without phenol red (Gibco 11835-063), DMEM was replaced with DMEM without phenol red (Gibco A1443001), and FBS was replaced by charcoal-stripped FBS (Gibco 12676029).

### In vivo tumor experiments.

B16-F10 cells (2 × 10^5^) or MC38 cells (1 × 10^6^) were implanted subcutaneously into the right flank of C57BL/6J mice. Tumor growth was monitored every 2 days, and tumor volumes were calculated using the formula: tumor volume = length (mm) × width (mm) × height (mm) × π/6. After the development of palpable tumors, mice were treated intraperitoneally with 10 mg/kg of anti–PD-1 monoclonal antibody (clone 29F.1A12; BioXCell BE0273) or isotype control antibody (clone 2A3; BioXCell BE0089) 3 times a week. Mice were sacrificed when tumors reached 1.5 cm in diameter. Tumors were collected, processed for flow cytometry analysis, or stored at –80°C for further analyses. Blood was collected by intracardiac puncture in heparin-treated tubes (BD 365966) and centrifuged at 2,000*g* for 10 minutes at 4°C. Plasma was collected to assess steroid hormone levels.

For pharmacological inhibition of the aromatase enzyme, obese male mice were treated by daily subcutaneous injection of 20 μg of letrozole (MilliporeSigma PHR1540) or with the vehicle (0.3% hydroxypropylcellulose, 1.3% DMSO). Treatment was initiated 4 weeks before tumor injection and was maintained until the end of the experiment. Tumor injection, anti–PD-1 or isotype antibody treatment, and organ collection were performed as described in the previous paragraph.

### Tumor digestion and cell isolation for flow cytometric analysis.

At the end of each in vivo experiment, tumors were collected postmortem, and approximately 0.2 g of tumor from each sample was digested using the tumor dissociation kit (Miltenyi Biotec 130-096-730) and the gentleMACS Dissociator (Miltenyi Biotec) following manufacturer’s recommendation for tumor dissociation of soft tumors (program 37C_m_TDK_1). Tumor suspension was then filtered through a 40 μm cell strainer (Corning 15360801) and washed with 1× phosphate-buffered saline (Gibco 10010023) before proceeding to flow cytometry staining and acquisition.

Flow cytometry, tumor gene expression analysis, generation of adipocytes and adipocyte-conditioned media, generation and activation of BMDC, BMDC-mediated T cell activation, and tumor cell killing assay are described in Supplemental Methods.

### Patients with melanoma.

Patients with melanoma were treated with ICI in the oncology division of the Geneva University Hospital between June 2017 and November 2022. In total, 37 patients with melanoma receiving anti–CTLA-4 and/or anti–PD-1 as the first, second, or third line of treatment were included in the study (Supplemental Table 1). Biological samples were collected before administration of ICI. Health-related personal data were collected to segregate patients by sex and BMI (nonobese patients [BMI < 25 kg/m^2^] versus overweight/obese patients [BMI ≥ 25 kg/m^2^]). OS was determined for the whole cohort (*n* = 37). Clinical outcome was defined based on RECIST criteria as responding (complete response, partial response, and stable disease) or nonresponding (progressive disease).

### Quantification of steroid levels.

Levels of estrogens were measured in adipocyte-conditioned media, mouse plasma, and human serum with the ER reporter cell line T47D-KB-Luc. Steroids were first extracted from the samples by acetonitrile-based protein precipitation. Briefly, acetonitrile was mixed with the samples (3:1 v/v) and incubated for 10 minutes at room temperature. After centrifugation at 20,000*g* for 10 minutes at 4°C, supernatants were collected and dried into a SpeedVac concentrator (Thermo Fisher Scientific). T47D-KB-Luc cells were starved for at least 8 hours in the assay medium, consisting of a hormone-free, antibiotic-free culture medium, before being seeded at a cell density of 3.6 × 10^4^ cells/cm^2^ in a 384-well plate. After 24 hours, dry extracts of the samples were resuspended in the assay medium and added to the cells. A dose-response assay with known concentrations of E2 was also performed to use as a standard curve. After a 24-hour incubation, cells were lysed and incubated with luciferin using the Luciferase Assay kit (OZ Biosciences LUC1000), following the manufacturer’s recommendations. Luciferase activity was measured by luminescence on CLARIOstar microplate reader (BMG Labtech), and the luminescence signal was converted in some instances into E2 concentration using a 4-parameter logistic regression of the dose response.

Levels of androgens (testosterone, dihydrotestosterone, androstenedione) in adipocyte-conditioned media were assessed by mass spectrometry. Briefly, samples were purified using solid phase extraction on an OasisPrime HLB 96-Well Plate. A Vanquish UHPLC (equipped with an ACQUITY UPLC HSS T3 Column, 100 Å, 1.8 μm, 1 mm × 100 mm column) was coupled to a Q Exactive Plus Orbitrap. Separation was achieved using gradient elution over 12 minutes using water and methanol both supplemented with 0.1% formic acid (all Sigma-Aldrich) as mobile phases. Data analysis was performed using TraceFinder 4.1 (Thermo Fisher Scientific).

### Fecal DNA metagenomics.

Feces were collected from male and female mice before tumor injection and stored at –80°C. DNA was extracted using the QIAamp Fast DNA Stool Mini Kit (QIAGEN 51604) following the manufacturer’s recommendations and sent to CosmosID for shotgun sequencing. The relative abundance of bacteria species at the genus level was assessed and is detailed in the Supporting Data Values file.

### Statistics.

Graphs were made and statistical analyses were performed using GraphPad Prism software (GraphPad Software Inc.). Data were expressed as mean ± SEM for in vivo and clinical analysis or as mean ± SD for in vitro analysis. Analysis of differences between 2 groups was performed using the unpaired 2-tailed Student’s *t* test when data follow normal distribution or using the Mann-Whitney *U* test otherwise. For analysis of 3 or more groups, 1-way ANOVA tests (for 1 factor) or 2-way ANOVA tests (for 2 factors) were performed with a Tukey’s multiple-comparison correction posttest. For the analysis of clinical data, Fisher’s exact *t* test was used to compare the proportions of responders and nonresponders. Kaplan-Meier analyses were performed with the log-rank (Mantel-Cox) test. For all analyses, a *P* value of less than 0.05 was considered statistically significant.

### Study approval.

Animal studies were performed according to the Swiss federal regulations, and procedures were approved by the veterinary authorities of the Canton of Geneva, Geneva, Switzerland (license GE/26/20).

Patients with melanoma in this study were included in a research protocol approved by the Geneva ethics committee, Geneva, Switzerland (authorization numbers CCER-2016-01237 and CCER-2020-01944), and have given written informed consent to participate in this study. Reuse of samples for the current study was approved by the Geneva ethics committee (authorization number CCER-2020-01944).

### Data availability.

RNA-Seq data sets have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (accession number GSE297811). Supporting Data Values are included, containing all data points shown in the graphs and the values behind reported means and medians. Additional methods are provided as Supplemental Methods.

## Author contributions

CB, AP, VD, and DM supervised the study. ED, HP, AV, MB, MA, BT, CDV, and EM conducted the experiments and collected and analyzed the data. OPS provided essential materials and methodology. ED, CB, AP, and VD wrote the manuscript. CB acts as guarantor. All authors provided a critical review of the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
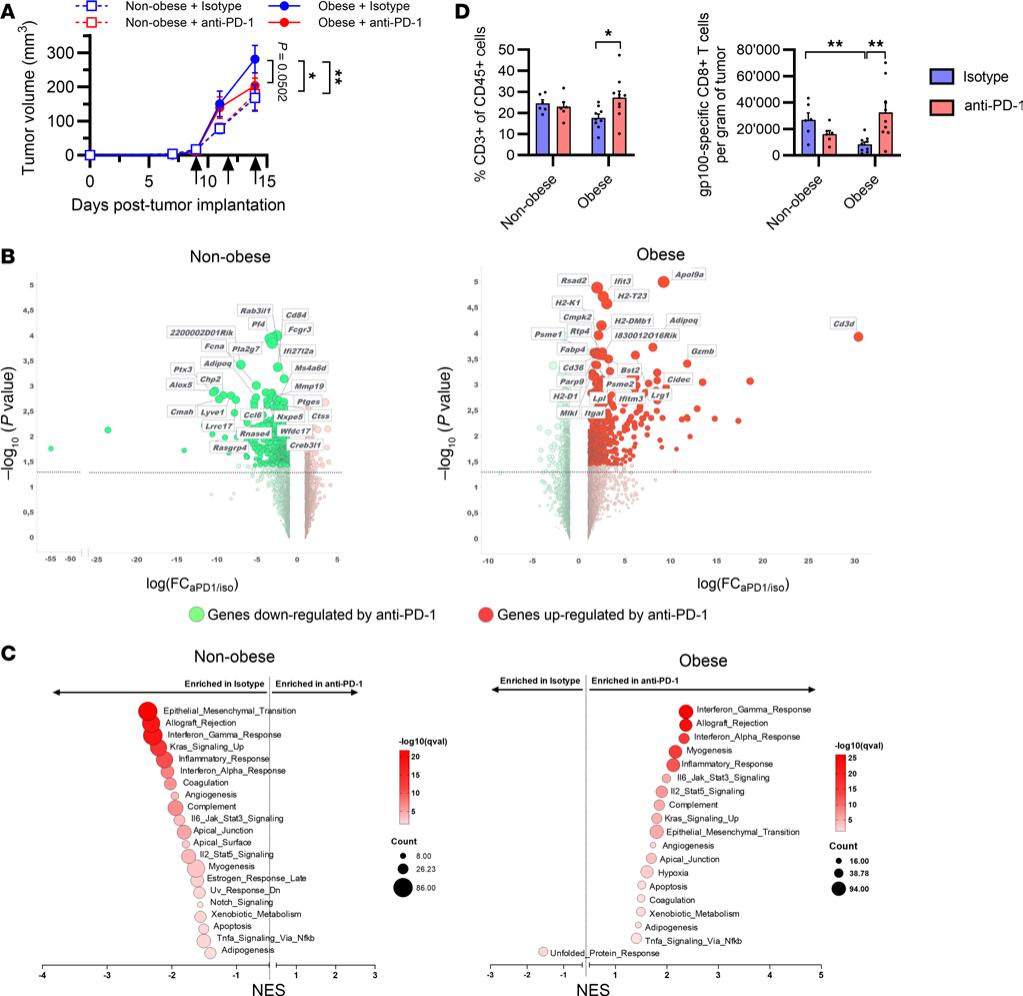
Obesity confers sensitivity to anti–PD-1 treatment in mice bearing B16-F10 tumors. Male C57BL/6 mice fed with a Western diet to induce obesity or with a control diet were subcutaneously injected with B16-F10 tumor cells. After the development of palpable tumors, mice received either anti–PD-1 or isotype control. (**A**) Tumor growth in nonobese (dotted line) or obese mice (solid line), receiving anti–PD-1 (red) or isotype control (blue). Black arrows indicate anti–PD-1 or isotype treatment (*n* = 6–10/group). Two-way ANOVA with Tukey’s post hoc test was used to assess statistical significance. *P < 0.05, **P < 0.01. (**B**) Volcano plots of RNA-sequencing data from B16-F10 tumors from nonobese males (left) and obese males (right) (*n* = 3/group). Red circles and green circles represent differentially expressed genes upregulated or downregulated, respectively, following anti–PD-1 treatment. The 25 most significantly differentially expressed genes are labeled. (**C**) Gene set enrichment analysis (GSEA) of tumors from nonobese mice (left) and obese mice (right) showing all the gene sets significantly enriched in isotype- or anti–PD-1–treated mice (*n* = 3/group). (**D**) Tumor infiltration of CD3^+^ T cells and gp100-specific CD8^+^ T cells, measured by flow cytometry (*n* = 6–10/group). Unpaired 2-tailed Student’s *t* test was used. *P < 0.05, **P < 0.01. NES, normalized enrichment score.

**Figure 2:**
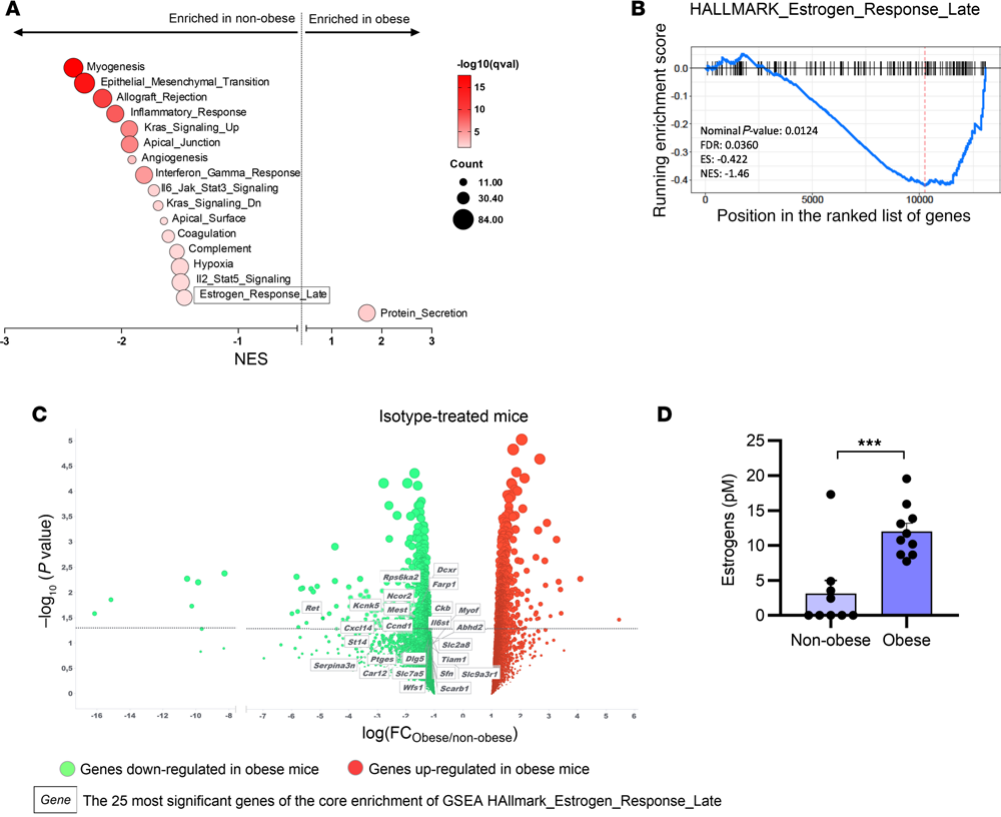
Obesity modulates estrogen signaling at the tumor site. Male C57BL/6 mice fed with a Western diet to induce obesity or with a control diet were subcutaneously injected with B16-F10 tumor cells. After the development of palpable tumors, mice received either anti–PD-1 or isotype control, and at day 16, tumors were collected and analyzed for gene expression (*n* = 3/group). (**A**) GSEA of RNA-sequencing data from B16-F10 tumors from isotype-treated mice, showing hallmarks significantly enriched in obese or nonobese males (*n* = 3/group). (**B**) GSEA plot of the Hallmark “Estrogen_Response_Late,” comparing obese males and nonobese males (*n* = 3/group). The list of genes is in the Supporting Data Values file. (**C**) Volcano plots of RNA-sequencing data from B16-F10 tumors from isotype-treated mice (*n* = 3/group). Red circles and green circles represent genes upregulated or downregulated, respectively, in obese compared with nonobese males. The 25 most significant genes from the core enrichment of the GSEA Hallmark “Estrogen_Response_Late” are labeled. (**D**) Levels of estrogens measured in the plasma of nonobese and obese males by evaluating the activity of estrogen receptor (ER) with a cell-based reporter assay (*n* = 9–10/group). Unpaired 2-tailed Student’s *t* test was used. ***P < 0.001. Data are depicted as mean ± SEM.

**Figure 3:**
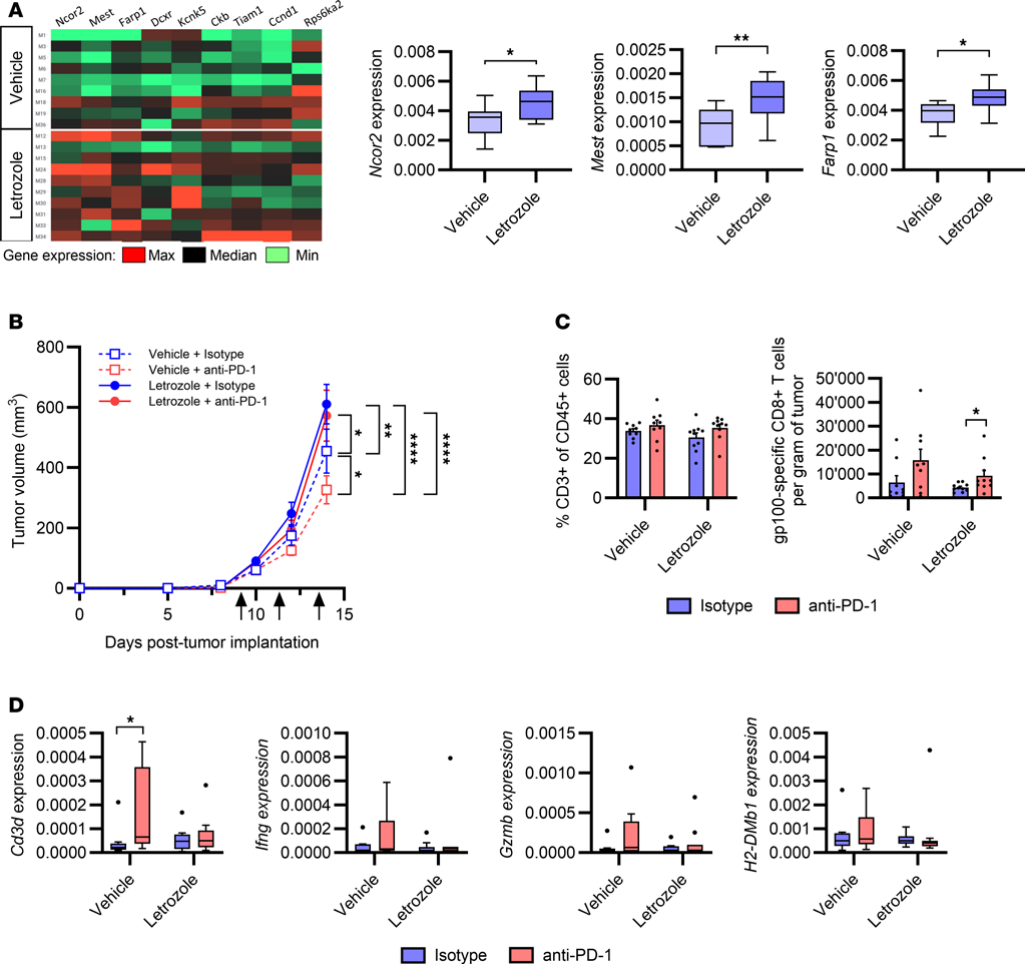
Inhibition of 17β-estradiol synthesis in obese males reduces the efficacy of anti–PD-1. Male C57BL/6 mice were fed with a Western diet to induce obesity. Daily treatment with the aromatase inhibitor letrozole was started 4 weeks before subcutaneous injection of B16-F10 tumor cells. Letrozole treatment was continued until the end of the experiment. After the development of palpable tumors, mice received either anti–PD-1 or isotype control. (**A**) Expression of the 9 most significant genes from the GSEA Hallmark “Estrogen_Response_Late,” measured by qPCR in isotype-treated mice (*n* = 9–10/group). Unpaired 2-tailed Student’s *t* test was used. *P < 0.05, **P < 0.01. Data are depicted as a heatmap and as box plots for 3 representative genes. Box plots show the interquartile range (IQR), median (line), and the most extreme values within 1.5 × IQR (whiskers). Points beyond the whiskers represent outliers. (**B**) Tumor growth of vehicle-treated (dotted line) or letrozole-treated (solid line) mice receiving anti–PD-1 (red) or isotype control (blue). Black arrows indicate anti–PD-1 or isotype treatment (*n* = 9–10/group). Two-way ANOVA with Tukey’s post hoc test was used. *P < 0.05, **P < 0.01, ****P < 0.0001. (**C**) Infiltration of CD3^+^ cells and gp100-specific CD8^+^ T cells in tumors, quantified by flow cytometry (*n* = 9–10/group). Unpaired 2-tailed Student’s *t* test was used. *P < 0.05. (**B** and **C**) Data are depicted as mean ± SEM. (**D**) Expression of selected immune genes, measured by qPCR (*n* = 9–10/group). Data are depicted as Tukey box plots and Mann-Whitney test was used. *P < 0.05.

**Figure 4:**
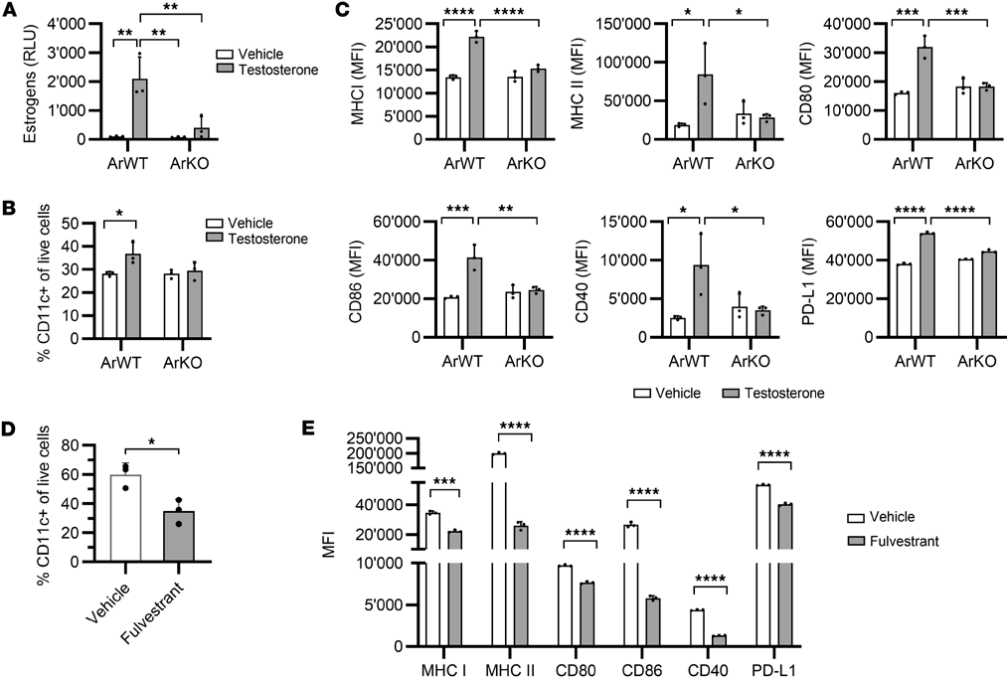
Adipocyte-derived estrogens enhance the differentiation of dendritic cells. (**A**–**C**) Adipocytes expressing the aromatase enzyme (ArWT) and aromatase-knockout adipocytes (ArKO) were generated and exposed to testosterone or vehicle (DMSO) for 24 hours. Adipocyte-conditioned supernatant was then collected. (**A**) Estrogen levels measured in adipocyte-conditioned media after incubation with testosterone (10 μM) or vehicle. Data are depicted as relative light units (RLU) and represent the activation level of ERs in a cell-based reporter assay. (**B**) Bone marrow progenitors from C57BL/6 male mice were differentiated for 6 days in a hormone-free medium supplemented with supernatant from ArWT or ArKO adipocytes, previously incubated with testosterone (0.1 μM) or vehicle. The percentage of CD11c^+^ cells was measured by flow cytometry at day 6. (**C**) Day 6 immature BMDC were stimulated with TNF-α for 24 hours, and MHC I, MHC II, CD80, CD86, CD40, and PD-L1 expression was analyzed by flow cytometry. (**A**–**C**) One-way ANOVA with Tukey’s multiple comparisons test was performed. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**D** and **E**) Bone marrow progenitors from C57BL/6 male mice were differentiated during 6 days in a standard medium supplemented with fulvestrant. (**D**) The percentage of CD11c^+^ cells was measured by flow cytometry at day 6. (**E**) Day 6 immature BMDC were stimulated with TNF-α for 24 hours, and the activation profile was analyzed by flow cytometry. (**D** and **E**) Unpaired 2-tailed Student’s *t* test was used. *P < 0.05, ***P < 0.001, ****P < 0.0001. (**A**–**E**) All data are depicted as mean ± SD and are representative of 3 independent experiments.

**Figure 5:**
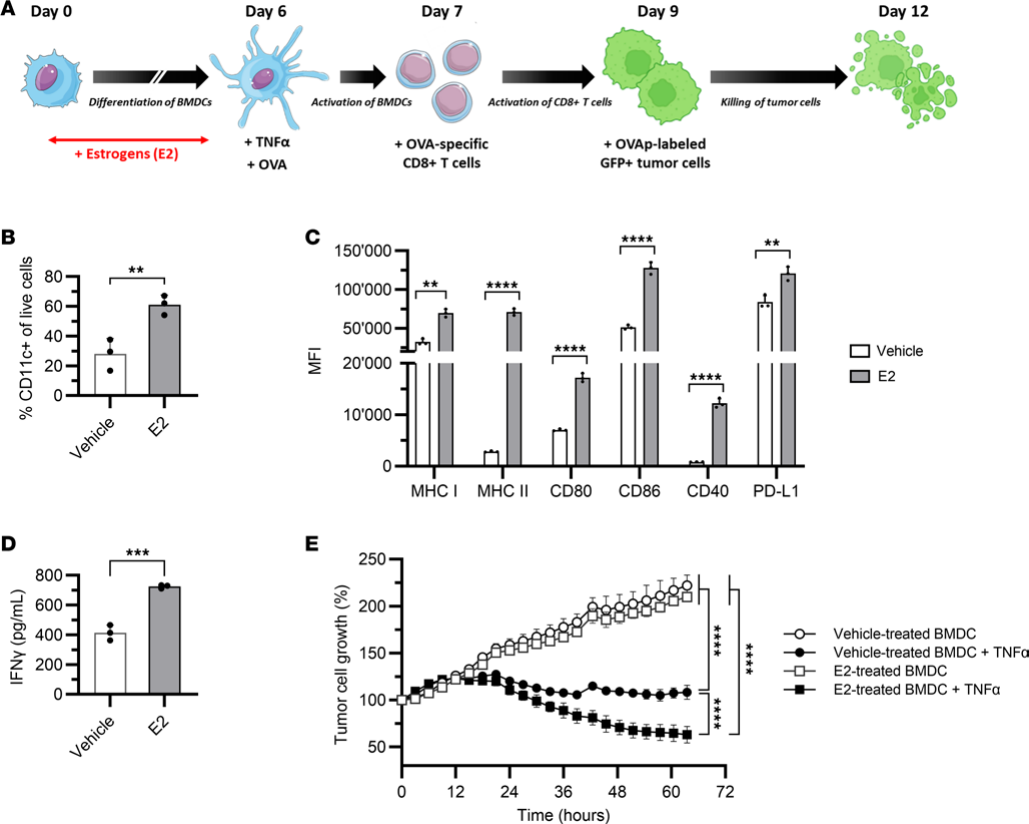
17β-Estradiol increases the antitumor immune response by stimulating antigen-presenting cells. Bone marrow progenitors from C57BL/6 male mice were differentiated for 6 days in a hormone-free medium supplemented with 17β-estradiol (E2, 1 nM). At day 6, BMDC were stimulated with TNF-α and the ovalbumin (OVA) protein. After 24 hours, OVA-specific CD8^+^ T cells were added to the BMDC. After 48 hours, GFP^+^ Renca cells were loaded with the OVA peptide and added to the coculture. (**A**) Representation of the antigen-specific cytotoxicity assay. (**B**) The percentage of CD11c^+^ cells was measured by flow cytometry at day 6. (**C**) The activation profile of stimulated BMDC was analyzed at day 7 by flow cytometry. (**D**) IFN-γ production by OVA-specific CD8^+^ T cells after 48 hours of coculture with BMDC was quantified by ELISA. (**B**–**D**) Unpaired 2-tailed Student’s *t* test was used. **P < 0.01, ***P < 0.001, ****P < 0.0001. (**E**) Growth of GFP^+^ Renca cells was monitored by live cell imaging between day 7 and day 12. Negative controls using unstimulated BMDC (no TNF-α stimulation) were used. Two-way ANOVA *P* value is shown: ****P < 0.0001. (**B**–**E**) Data represent the average of 3 independent experiments and are depicted as mean ± SD.

**Figure 6:**
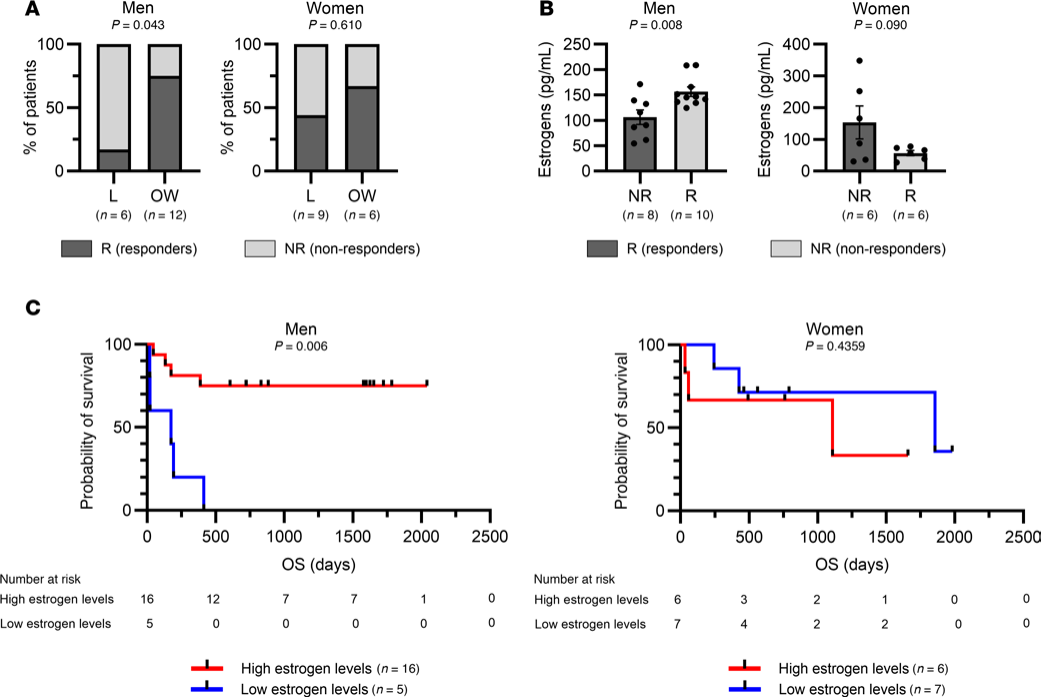
High levels of estrogens are associated with improved survival in men with melanoma treated with ICI. Clinical data and serum samples were collected from patients with melanoma treated with ICI. (**A**) Proportion of responders (R) and nonresponders (NR) among lean (L; BMI < 25 kg/m^2^) or overweight/obese (OW; BMI ≥ 25 kg/m^2^) patients, with clinical response defined by RECIST criteria (nonresponders = progressive disease, responders = complete response, partial response, and stable disease). Fisher’s exact test *P* values are shown. (**B**) Levels of estrogens measured in the serum of patients stratified by clinical response. Unpaired 2-tailed Student’s *t* test *P* values are shown. Data are depicted as mean ± SEM. (**C**) Overall survival (OS) of patients with high versus low levels of estrogens. Levels of estrogens were categorized as high or low compared with the median concentration of estrogens in L men (left) or L women (right). Mantel-Cox test *P* values are shown.

# Supplementary material for: Estrogens determine the efficacy of cancer immunotherapy in obese males with melanoma
**Source:** JCI Insight. 2025 Jun 12;10(14):e189758. doi: 10.1172/jci.insight.189758
**Supplement:** Supplemental data

## Supplemental materials and methods

### Flow cytometry

Cell suspensions from either dissociated mouse organs or cell culture experiments were first incubated with Zombie Violet™ viability dye (1/1'000 in PBS; Biolegend #423114) for 15 min at room temperature, then washed with FACS buffer (PBS 0.5% bovine serum albumin (BSA; PanBiotech #P06-1391500), 2% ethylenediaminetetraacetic acid (EDTA; Promega #V4231)). Cells were then incubated for 30 min at 4°C with the anti-mouse CD16/32 (1/100 in FACS buffer; Biolegend #101320) and a mix of fluorochrome-conjugated antibodies as listed below. Except when specifically indicated, the antibodies were obtained from Biolegend and diluted at 1/200 in FACS buffer. Samples were then washed three times with FACS buffer before acquisition on the NovoCyte3000 flow cytometer (Agilent Technologies) and analysis with FlowJo™ Software (v.10.8.1). Gating strategies are detailed in Supplemental Figures 2 and 10.

The flow cytometry panels used were:

Panel 1: mouse tumor phenotyping of immune cell populations: anti-CD45.2 (#109824), anti-CD19 (#115554), anti-CD3 (#100236).

Panel 2: mouse tumor phenotyping of lymphoid cell populations: for tumor antigen-specific CD8<sup>+</sup> T cell staining, the protocol was slightly modified. After incubation with Zombie Violet™ viability dye, cells were first incubated with the anti-mouse CD16/32 only, for 10 min at 4°C. After one wash with PBS, cells were incubated with a tumor antigen-specific tetramer conjugate (1/10 in FACS buffer; MBL #TB-M546-1 (H-2Db gp100) for B16-F10 tumor experiments or MBL #TB-M507-1 (H-2Kb MuLV p15E) for MC38 tumor experiments) for 1 hour at 4°C. Cells were washed once with FACS buffer and incubated with the following mix of antibodies, for 30 min at 4°C: anti-CD3 (#100236), anti-CD8 (Miltenyi #130-102-805), anti-CD44 (#103047), anti-CD69 (#104506).

Panel 3: mouse BMDC phenotyping: anti-CD11c (#117331), anti-CD80 (#104729), anti-PD-L1 (#124331), anti-MHC II (Miltenyi #130-102-168), anti-CD40 (eBioscience #12-0401-82), anti-CD11b (#550993), anti-MHC I (eBioscience #17-5958-80), anti-CD86 (#105008).

Panel 4: mouse OT-I CD8<sup>+</sup> T cell purity: anti-CD3 (#100203), anti-CD8a (#100722), anti-CD19 (#115512), anti-CD4 (#100559), anti-CD44 (#103047), anti-CD62L (#104408).

### **Tumor gene expression analysis**

At the end of each in vivo experiment, tumors were collected post-mortem and approximately 0.1 g of tumor from each sample was snap-frozen on dry ice for subsequent RNA analysis. Total RNA was extracted from frozen tumors using TRIzol™ Reagent (Invitrogen #15596018) and following the manufacturer's recommendations. For RNA sequencing analysis, extracted RNA was purified using the RNA Clean & Concentrator-5 kit (Zymo Research #R1014), following the manufacturer's recommendations. The concentration and integrity of cleaned RNA were determined with the Qubit® RNA High Sensitivity assay (Invitrogen #Q32852) and Bioanalyzer 2100 system (Agilent Technologies), respectively. Libraries were prepared by the iGE3 genomics platform of the University of Geneva with the TruSeq Stranded mRNA kit (Illumina) using 180 ng of total RNA per sample. Library molarity and quality were assessed with the Qubit® DNA High Sensitivity assay (Invitrogen #Q32851). Libraries were then sequenced on the HiSeq 4000 System (Illumina) using a 100-bp single-end reads protocol. Quality control was performed with FastQC (v.0.11.5). Reads were mapped with the STAR aligner (v.2.7.0f) to the mouse reference genome (UCSC mm10). Biological quality control was done with PicardTools (v.2.21.6). Raw counts were obtained using HTSeq (v.0.9.1). Normalization and differential expression analysis were performed with the R package edgeR (v.3.28.1) using the Trimmed Mean of M-values (TMM) normalization method. Statistical significance was assessed with a negative binomial generalized linear model and using a quasi-likelihood F-test. Genes with a fold change > 2 and p-value < 0.05 were considered differentially expressed. Over-representation analysis (ORA) and gene set enrichment analysis (GSEA) were also performed with the edgeR package. Volcano plots were visualized with the Spotfire Analyst software (v.12.2.0; TIBCO).

For quantitative real-time polymerase chain reaction (qRT-PCR), RNA concentration was determined with a Nanodrop™ (Thermo Fisher), and reverse-transcription into cDNA was performed on 1 µg of total RNA using the Applied Biosystems™ High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher #4368814). qRT-PCR was performed on QuantStudio™ 5 Real-Time PCR System

using the Applied Biosystems™ PowerUp™ SYBR™ Green Master Mix (Thermo Fisher #A25742) and the primers listed below (Eurogentec).  $\beta$ -actin was used as a housekeeping gene and relative gene expressions were calculated by  $2^{-\Delta\Delta C_t}$  formulations.

| Target               | Primer  | Sequence                  |
|----------------------|---------|---------------------------|
| Mouse $\beta$ -actin | Forward | CACTGTCGAGTCGCGTCC        |
|                      | Reverse | TCATCCATGGCGAACTGGTG      |
| Mouse <i>Ncor2</i>   | Forward | CAGCCAGCATAGAGGGACTC      |
|                      | Reverse | GTAAGTAGTCCTCCTGCGCC      |
| Mouse <i>Mest</i>    | Forward | GAGTGGTGGGTCCAAGTAGG      |
|                      | Reverse | ACCACACCGACAGAATCTTGG     |
| Mouse <i>Farp1</i>   | Forward | CTTCCGGTTTAGTGGTCGGA      |
|                      | Reverse | TGGTGGAGTGGATCTTGCTG      |
| Mouse <i>Dcxr</i>    | Forward | TCCAGGTGTCTCAGATTGTGG     |
|                      | Reverse | TATGGTTGGTCAGTGCACGTT     |
| Mouse <i>Kcnk5</i>   | Forward | GGAGAGGAGTGAGCCTGAGGAA    |
|                      | Reverse | ACCATGAACACAAAGGGCGG      |
| Mouse <i>Ckb</i>     | Forward | CGTAGACAATCCGGGCCACC      |
|                      | Reverse | GCTCATCACTGGGCTGGTAG      |
| Mouse <i>Tiam1</i>   | Forward | GATCCTTCCTGTACTACGCGG     |
|                      | Reverse | CTGTGTCCGTCTTGGCTTTC      |
| Mouse <i>Ccnd1</i>   | Forward | TGCAGAAGGAGATTGTGCCAT     |
|                      | Reverse | CTTCTGCTCCTCACAGACCTCC    |
| Mouse <i>Rps6ka2</i> | Forward | GTAGCTCCCGAGGTCTTGAA      |
|                      | Reverse | GTA CTCCCACTGCCGATCC      |
| Mouse <i>Cd3d</i>    | Forward | GTCCATTACCGAATGTGCCAG     |
|                      | Reverse | AGGAGCAGAGTTGCGATGAG      |
| Mouse <i>Ifng</i>    | Forward | CGGCACAGTCATTGAAAGCC      |
|                      | Reverse | TGCATCCTTTTTTCGCCTTGC     |
| Mouse <i>GzmB</i>    | Forward | GCTGCTCACTGTGAAGGAAGTATAA |
|                      | Reverse | AGGGATGACTTGCTGGGTCT      |
| Mouse <i>H2-DMb1</i> | Forward | ACCTACCCGGAAGGACAGCA      |
|                      | Reverse | CCCACCTGGGACAGACTTCATT    |

### In vivo administration of estrogens to non-obese males

Male C57BL/6 mice were treated with 2  $\mu$ g/mL of 17 $\beta$ -estradiol (E2) or vehicle (ethanol) in drinking water for 4 weeks before subcutaneous injection into the right flank of B16-F10 tumor cells ( $2 \times 10^5$ ). E2 treatment was continued until the end of the experiment. After the development of palpable tumors, mice were treated intraperitoneally with 10 mg/kg of anti-PD-1 monoclonal antibody (clone 29F.1A12; BioXCell #BE0273) or isotype control antibody (clone 2A3; BioXCell #BE0089) three times

a week. Mice were sacrificed when tumors reached 1.5 cm in diameter. Tumors were collected, processed for flow cytometry analysis, or stored at -80°C for further analyses. Blood was collected by intracardiac puncture in heparin-treated tubes (BD #365966) and centrifuged at 2000 g for 10 min at 4°C. Plasma was collected to assess steroid hormone levels.

### **In vitro generation of adipocytes and adipocyte-conditioned media**

Human adipose-derived cells (ASC) were kindly provided by Dr. Olivier Preynat-Seauve from the University of Geneva (Geneva, Switzerland). Cells were cultured in DMEM supplemented with 100 U/mL penicillin/streptomycin, 10 % of human platelet lysate (StemCell #06960), and 2 U/mL heparin (Sigma #3149). Knockout of the *CYP19A1* gene encoding the aromatase enzyme was performed using CRISPR/Cas9 technology on the Neon™ Transfection System (Invitrogen) and following the manufacturer's recommendations. Briefly, the RNA oligo duplex was prepared with the Alt-R Cas9 tracrRNA (IDT #1075928) and the RNA guides in the table below (or with the synthetic non-targeting control guide RNA (IDT #1072544) for negative control), and heated for 5 min at 95°C.

| Design ID            | Gene Symbol | Sequence             |
|----------------------|-------------|----------------------|
| Hs.Cas9.CYP19A1.1.AA | CYP19A1     | TGACCATACGAACAAGGCCG |
| Hs.Cas9.CYP19A1.1.AB | CYP19A1     | GACCAATGAATCGGGCTATG |

RNA oligo duplex was then mixed with the TrueCut™ Cas9 Protein v2 enzyme (Invitrogen #A36499) and incubated for 5-10 min at room temperature to form the ribonucleoprotein (RNP) complex. ASCs were prepared at  $1.10^7$  cells/mL in an antibiotic-free medium and 10 µL of cell suspension were mixed with the RNP complex and Alt-R Cas9 enhancer (IDT #1075916). Transfection was then performed on the Neon™ Transfection System using the following parameters: pulse voltage = 1400 V, pulse width = 10 ms, pulse number = 3. After a few days of culture, DNA was extracted using the QuickExtract™ DNA Extraction kit (Epicentre, #QE0905T) and PCR was performed with the primers below and the GoTaq® G2 Flexi DNA Polymerase kit (Promega #M7801) to assess the efficacy of the *CYP19A1* knockout.

| Design ID      | Sequence                | Product length (bp) |
|----------------|-------------------------|---------------------|
| HumanCYP19A1-F | GTTATCCCTCCTAGCTCCTTGT  | 409                 |
| HumanCYP19A1-R | AGGAGACCACAGAAAAGCATACG |                     |

To generate adipocytes, ASCs were plated in 12-well plates at  $5 \cdot 10^3$  cells/cm<sup>2</sup>. When cells reached 80-90% confluence, the culture medium was replaced by the differentiation medium that consists of the culture medium supplemented with 66  $\mu$ M biotin (Sigma #B4639), 34  $\mu$ M D-pantothenate (Sigma #P5155), 5  $\mu$ M rosiglitazone (Sigma #557366), 1  $\mu$ M dexamethasone (Sigma #D4902), 200 nM insulin (Sigma #I0516) and 250  $\mu$ M 3-Isobutyl-1-methylxanthine (IBMX; Sigma #I5879). After 7 days of differentiation, the medium was switched to a maintenance medium consisting of the differentiation medium without IBMX and rosiglitazone. Adipocytes were ready to use after 5-10 days of maintenance. Differentiation was verified by staining the lipid droplets with BODIPY<sup>TM</sup> reagent (Thermo Fisher #D3922). Mature adipocytes were cultured for 24 hours in a hormone-free medium supplemented with several concentrations of testosterone (Sigma #46923) or vehicle (DMSO). Adipocyte-conditioned media were then collected, filtered, and stored at -20°C for further analysis.

### **In vitro generation and activation of bone marrow-derived dendritic cells**

Bone marrow-derived dendritic cells (BMDC) were prepared from C57BL/6J male mice. Similar experiments were performed using female mice but a high variability across experiments was observed. We hypothesized that the hormonal fluctuations related to the menstrual cycle in females may impact their response to estrogens, thus we did not include these experiments in the manuscript. Briefly, bone marrow cells were extracted from the hind leg bones and incubated with 1X Pharm Lyse<sup>TM</sup> solution (BD #555899) for 2 min to lyse erythrocytes. Bone marrow cells were washed with PBS and seeded at  $6.5 \times 10^5$  cells/cm<sup>2</sup> in 6-well plates in RPMI containing 10% FBS, 100 U/mL penicillin/streptomycin, 2 mM L-glutamine, 0.5 mM sodium pyruvate, 50  $\mu$ M 2-mercaptoethanol (Gibco, #31350010). The medium was freshly supplemented with 20 ng/mL of GM-CSF (Peprotech #315-03) and renewed on day 2 and day 3 to induce differentiation into the dendritic cell lineage.

For experiments with adipocyte-conditioned media, BMDC differentiation was performed in a hormone-free medium consisting of the standard medium with RPMI replaced by RPMI without phenol red and FBS by charcoal-stripped FBS. The medium was freshly supplemented with 20 ng/mL of GM-CSF and 5% of adipocyte-conditioned medium previously collected and renewed on day 2 and day 3.

For experiments on estrogen receptor (ER) blockade, the standard medium was supplemented with 0.1  $\mu$ M of the selective estrogen receptor downregulator fulvestrant (Selleck Chemicals #S1191), the ER $\alpha$ -specific antagonist methyl-piperidino-pyrazole (MPP; Tocris #1991), or the ER $\beta$ -specific antagonist 4-[2-Phenyl-5,7-bis(trifluoromethyl)pyrazolo[1,5-a]pyrimidin-3-yl]phenol (PHTPP; MedChem #HY-103456).

For hormone-deprivation experiments, BMDC differentiation was performed in a hormone-free medium consisting of the standard medium with RPMI replaced by RPMI without phenol red and FBS by charcoal-stripped FBS. The medium was freshly supplemented with 20 ng/mL of GM-CSF and 1 nM 17 $\beta$ -estradiol (E2; Sigma #E2257) or vehicle (ethanol) and renewed on day 2 and day 3.

On day 6, immature BMDCs were seeded in 96-well flat-bottom plates at a density of  $1 \times 10^5$  cells/well and stimulated with 40-100 ng/mL TNF $\alpha$  (Biolegend #575206) for 24 hours. Cell phenotype after differentiation (day 6) and after stimulation (day 7) was assessed by flow cytometry (panel 3, mouse BMDC phenotyping).

### **In vitro BMDC-mediated T cell activation and tumor cell killing assay**

BMDC were generated in a hormone-free medium supplemented with E2 or vehicle (ethanol) as described in the previous section for hormone-deprivation experiments. On day 6, immature BMDC were seeded in 96-well flat-bottom plates at a density of  $2-4 \times 10^4$  cells/well, stimulated with 40-100 ng/mL TNF $\alpha$  (Biolegend #575206), and incubated with the ovalbumin protein (OVA, 25  $\mu$ g/mL; Invivogen #vac-pova) for 24 hours. On day 7, spleens were collected from OT-I male mice and smashed on a 40  $\mu$ m cell strainer. After 2 min of erythrocyte lysis with 1X Pharm Lyse™ solution, splenocytes were washed with PBS and OT-I CD8 $^+$  T lymphocytes were isolated using the CD8a $^+$  T Cell Isolation Kit (Miltenyi #130-104-075) with the LS Columns (Miltenyi #130-042-401) and the MidiMACS™ Separator (Miltenyi #130-042-501), following the manufacturer's recommendations. Purity was checked by flow cytometry (panel 4, mouse OT-I CD8 $^+$  T cell purity). After isolation,  $6 \times 10^4$  OT-I CD8 $^+$  T cells were added to each well containing the BMDC. BMDC cultured without the OVA protein or

TNF $\alpha$  were included as negative controls. Co-culture was performed in the hormone-free medium supplemented with E2 or vehicle used for the differentiation of BMDC, in the absence of GM-CSF.

After 48 hours of co-culture, a fraction of cell culture supernatant was harvested to measure IFN $\gamma$  production by ELISA (Biolegend #430801) and replaced with  $7-10 \times 10^3$  Renca H2-Kb GFP cells per well. These tumor cells were previously incubated with the MHC I-restricted OVA-derived SIINFEKL peptide (2  $\mu\text{g/mL}$ ; Invivogen #vac-sin) for 1 hour at 37°C to evaluate antigen-specific killing of tumor cells by OT-I CD8 $^+$  T cells. Tumor cell growth was monitored over several days by live cell imaging on the Incucyte® Live-Cell Analysis System (Sartorius). Servier Medical Art, licensed under CC BY 4.0, was utilized to make the schematic representation of the killing assay.

## Supplemental figures

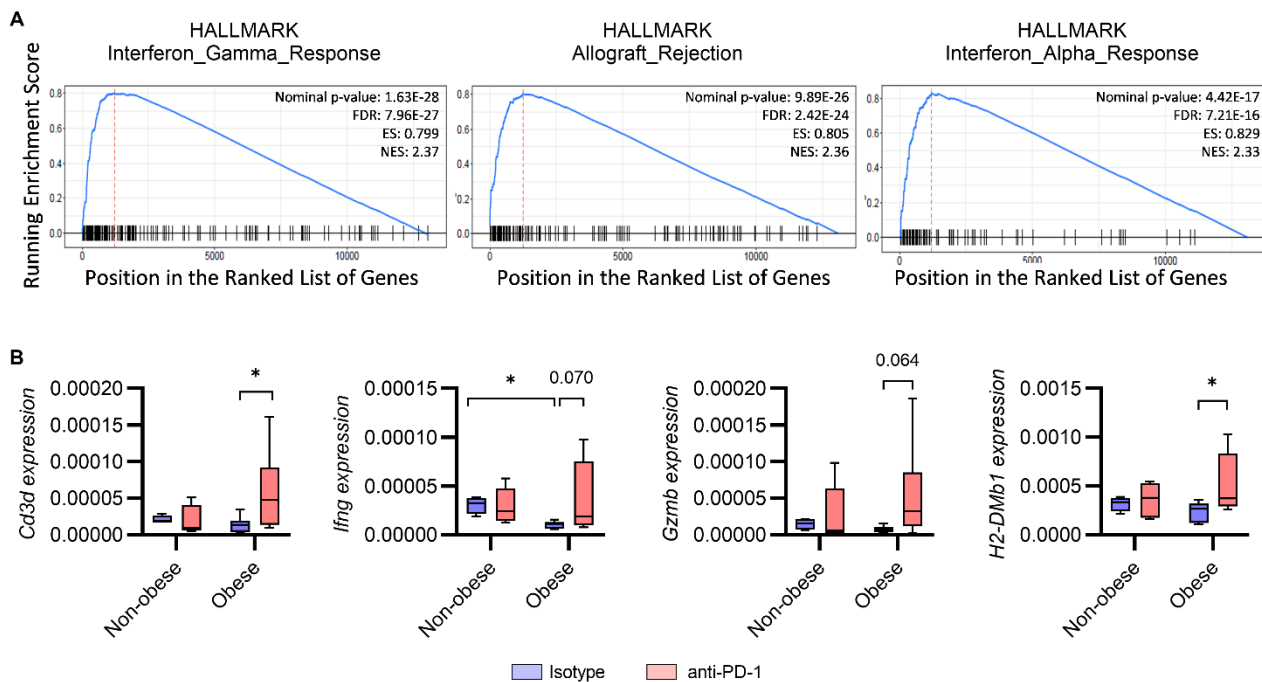

**Supplemental Figure 1: Enrichment in immune-related genes in B16-F10-bearing obese male mice treated with anti-PD-1.** Male C57BL/6 mice fed with a Western diet to induce obesity or with a control diet were subcutaneously injected with B16-F10 tumor cells. After the development of palpable tumors, mice received either anti-PD-1 or isotype control, and at day 16 tumors were collected and analyzed for gene expression. (A) GSEA plot of the 3 gene sets most significantly enriched in obese males receiving anti-PD-1 compared to isotype-treated mice (n=3/group). (B) Expression of immune genes, measured by qPCR (n=4-7/group). Data are depicted as Tukey boxplots and Unpaired two-tailed Student's t-test p-values are shown. \*p<0.05.

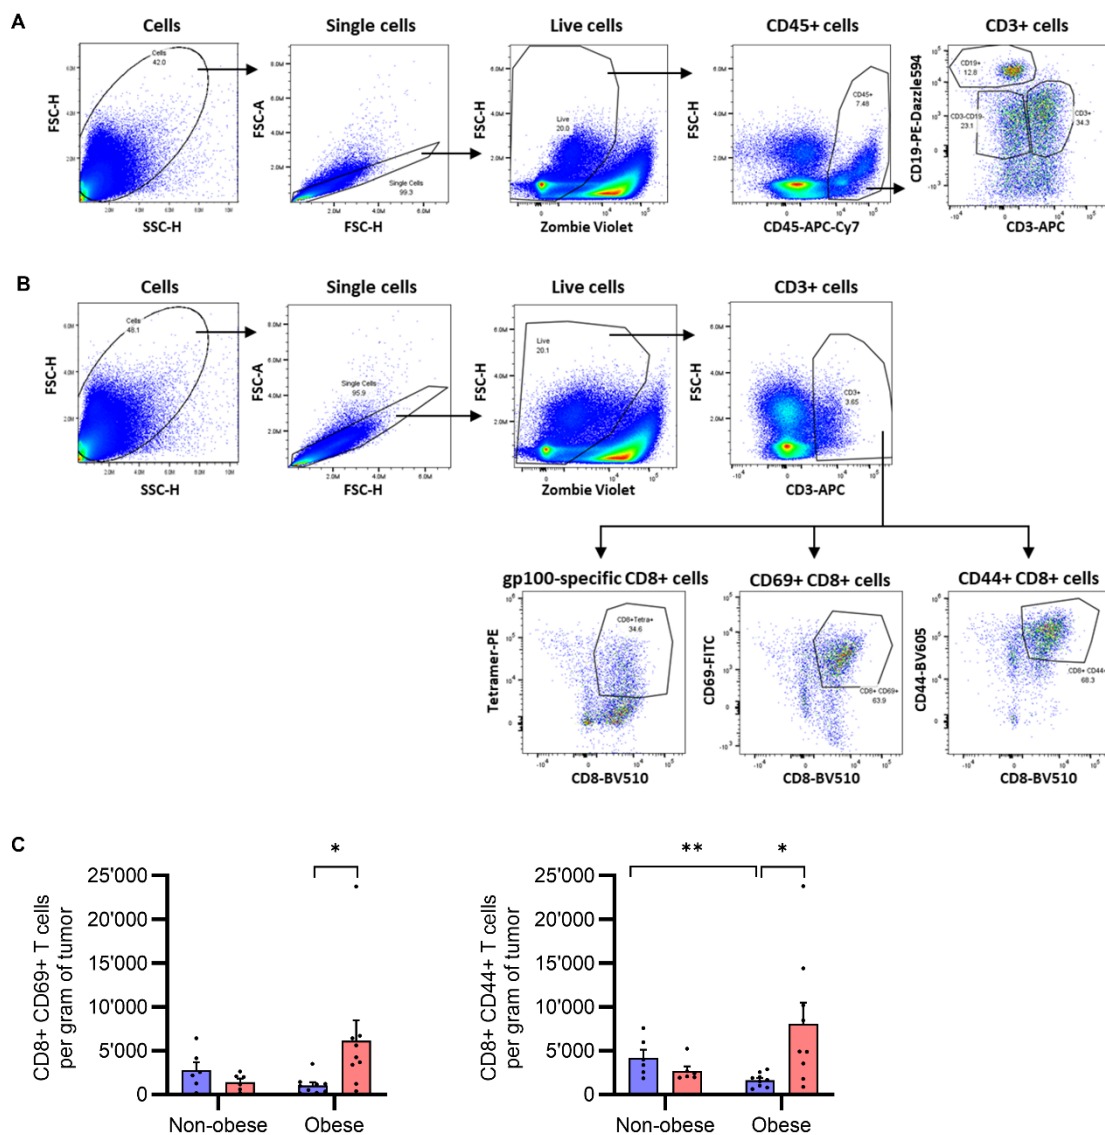

**Supplemental Figure 2: Phenotyping of B16-F10-infiltrating CD8<sup>+</sup> T cells in non-obese and obese males. (A-B)** Flow cytometry gating strategy to identify (A) CD3<sup>+</sup> cells and (B) gp100-specific, CD69<sup>+</sup> and CD44<sup>+</sup> CD8<sup>+</sup> T cells. (C) Number of CD8<sup>+</sup> CD69<sup>+</sup> T cells (left) and CD8<sup>+</sup> CD44<sup>+</sup> T cells (right) per gram of tumor (n=6-10/group). Unpaired two-tailed Student's t-test was used. \*p<0.05, \*\*p<0.01. Data are depicted as mean ± SEM.

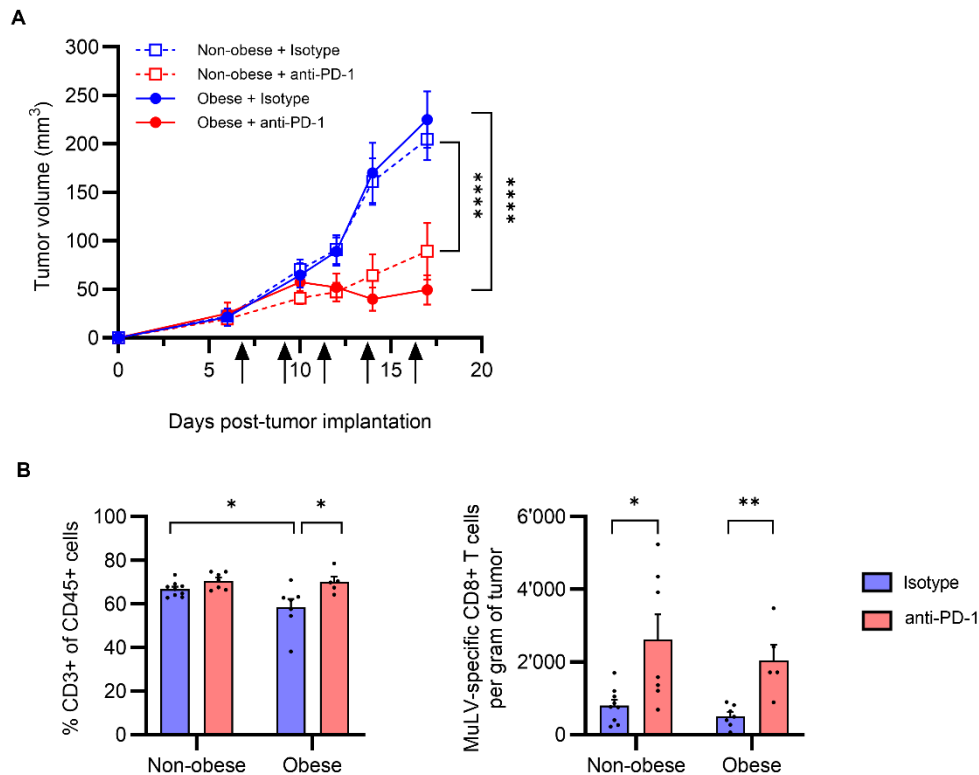

**Supplemental Figure 3: Efficacy of anti-PD-1 treatment in MC38 tumor-bearing obese and non-obese male mice.** Male C57BL/6 mice fed with a Western diet to induce obesity or with a control diet were subcutaneously injected with MC38 tumor cells. After the development of palpable tumors, mice received either anti-PD-1 or isotype control. **(A)** Tumor growth in non-obese (dotted line) or obese mice (solid line), receiving anti-PD-1 (red) or isotype control (blue). Black arrows indicate anti-PD-1 or isotype treatment (n=7-10/group). Two-way ANOVA with Tukey post-hoc test was used. \*\*\*\*p<0.0001. **(B)** Tumor infiltration of CD3<sup>+</sup> cells (left) and MuLV-specific CD8<sup>+</sup> T cells (right), measured by flow cytometry (n=5-9/group). Unpaired two-tailed Student's t-test was used. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. **(A-B)** Data are all depicted as mean ± SEM.

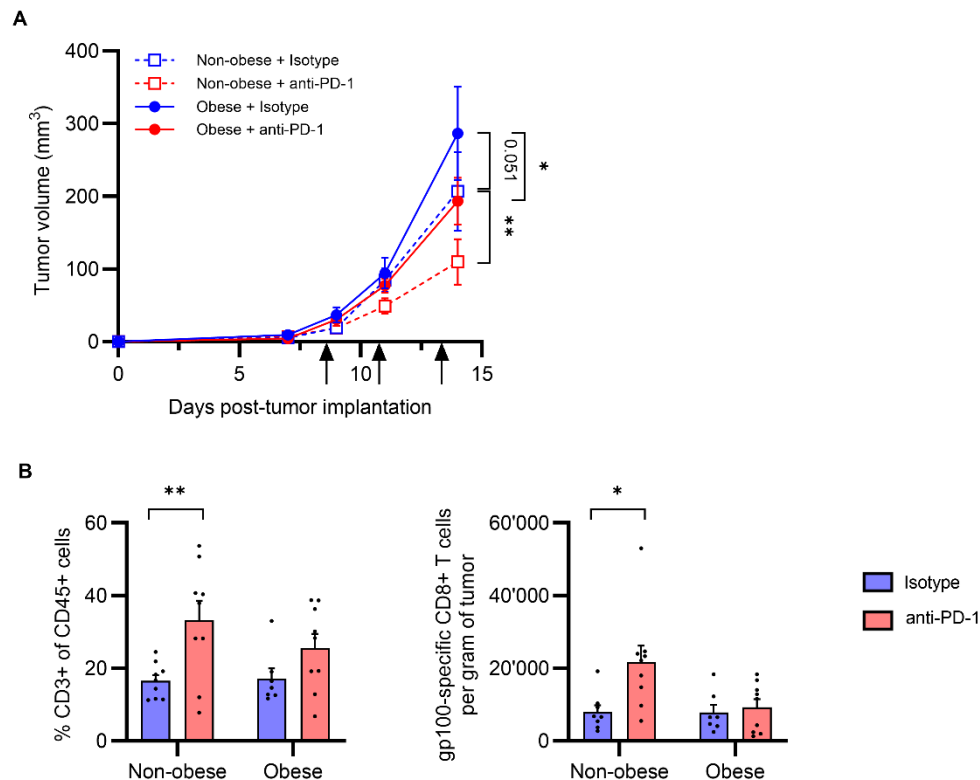

**Supplemental Figure 4: Efficacy of anti-PD-1 treatment in obese and non-obese females.** Female C57BL/6 mice fed with a Western diet to induce obesity or with a control diet were subcutaneously injected with B16-F10 tumor cells. After the development of palpable tumors, mice received either anti-PD-1 or isotype control. **(A)** Tumor growth in non-obese (dotted line) or obese mice (solid line), receiving anti-PD-1 (red) or isotype control (blue). Black arrows indicate anti-PD-1 or isotype treatment (n=9-10/group). Two-way ANOVA with Tukey post-hoc test was used. \*p<0.05, \*\*p<0.01. **(B)** Tumor infiltration of CD3<sup>+</sup> cells (left) and gp100-specific CD8<sup>+</sup> T cells (right), measured by flow cytometry (n=7-9/group). Unpaired two-tailed Student's t-test was used. \*p<0.05, \*\*p<0.01. Data are all depicted as mean ± SEM.

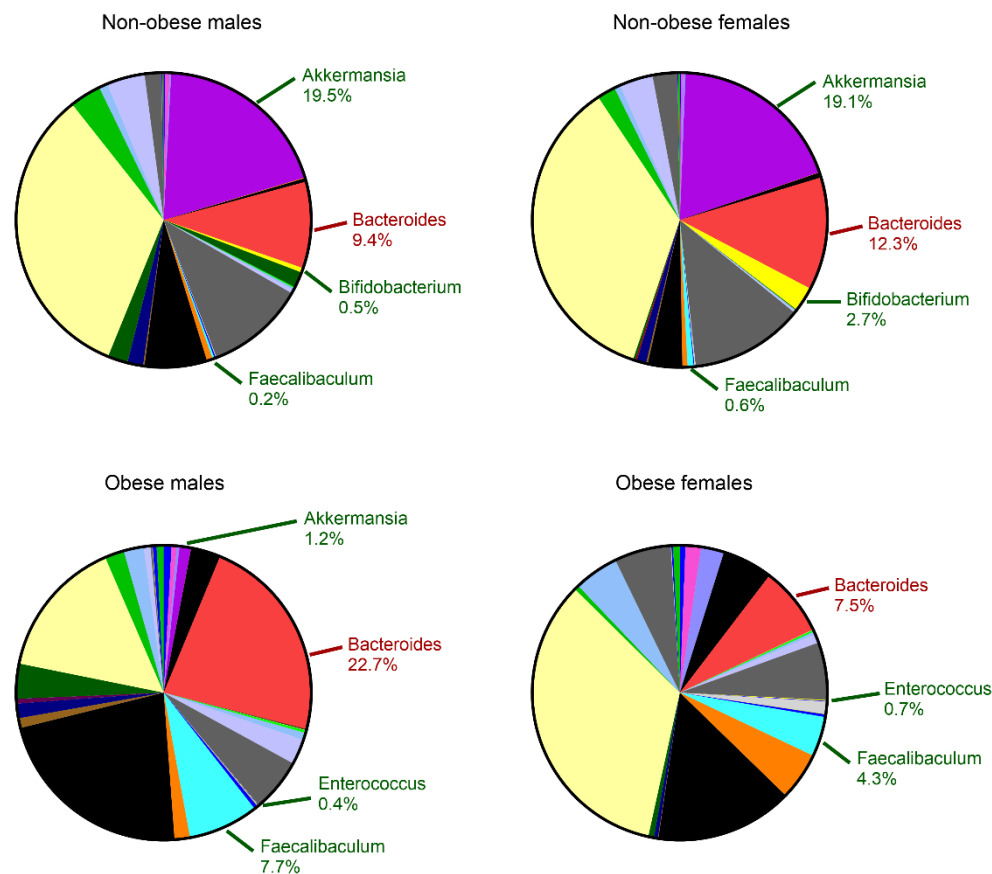

**Supplemental Figure 5: Impact of obesity and sex on microbiota composition.** Male and female C57BL/6 mice were fed with a Western diet to induce obesity or with a control diet for 4 months (males) or 7 months (females). Feces were collected before tumor injection. DNA was extracted from feces, sequenced, and analyzed by shotgun metagenomics to determine microbiota composition (n=3/group). The relative abundance of bacterial taxa at the genus level were plotted and the main bacteria species described as modulating the response to immunotherapy are shown (green: correlation with better response; red: correlation with lower response). The relative abundance of all bacteria species is detailed in the Supporting Data Values file.

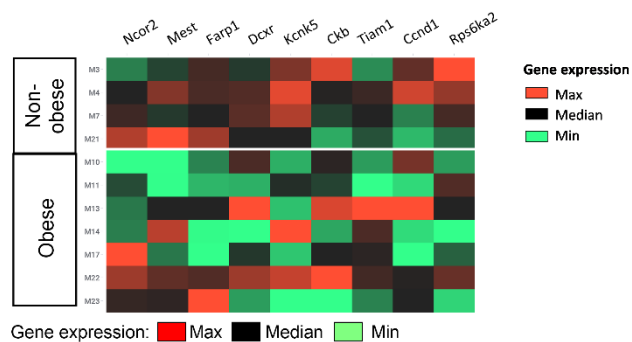

**Supplemental Figure 6: Differential expression of estrogen-related genes between non-obese and obese males.** Male C57BL/6 mice fed with a Western diet to induce obesity or with a control diet were subcutaneously injected with B16-F10 tumor cells. After the development of palpable tumors, mice received either anti-PD-1 or isotype control. At the end of the experiment, tumors were collected, processed, and analyzed by qPCR. The expression of the most significant genes from the Hallmark “Estrogen\_Response\_Late” was measured in isotype-treated mice (n=4-7/group).

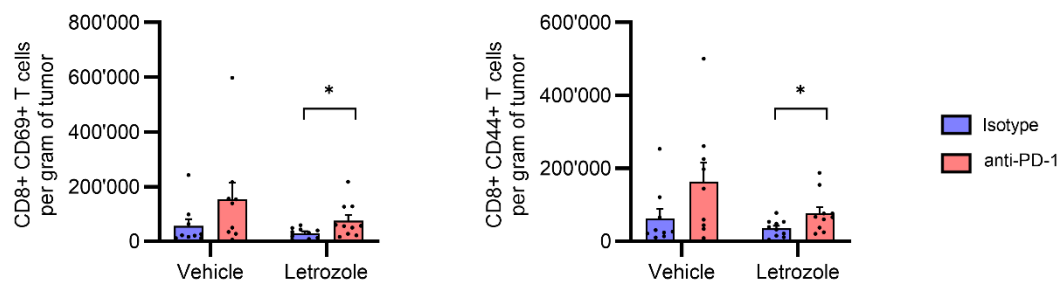

**Supplemental Figure 7: Effect of letrozole on the infiltration of immune cells in B16-F10 tumors in obese males.** Male C57BL/6 mice were fed with a Western diet to induce obesity. Daily treatment with the aromatase inhibitor letrozole was started 4 weeks before subcutaneous injection of B16-F10 tumor cells. Letrozole treatment was continued until the end of the experiment. After the development of palpable tumors, mice received either anti-PD-1 or isotype control. Tumor infiltration of CD8<sup>+</sup> CD69<sup>+</sup> T cells (left) and CD8<sup>+</sup> CD44<sup>+</sup> T cells (right) was measured by flow cytometry (n=9-10/group). Unpaired two-tailed Student's t-test was used. \* $p < 0.05$ . Data are depicted as mean  $\pm$  SEM.

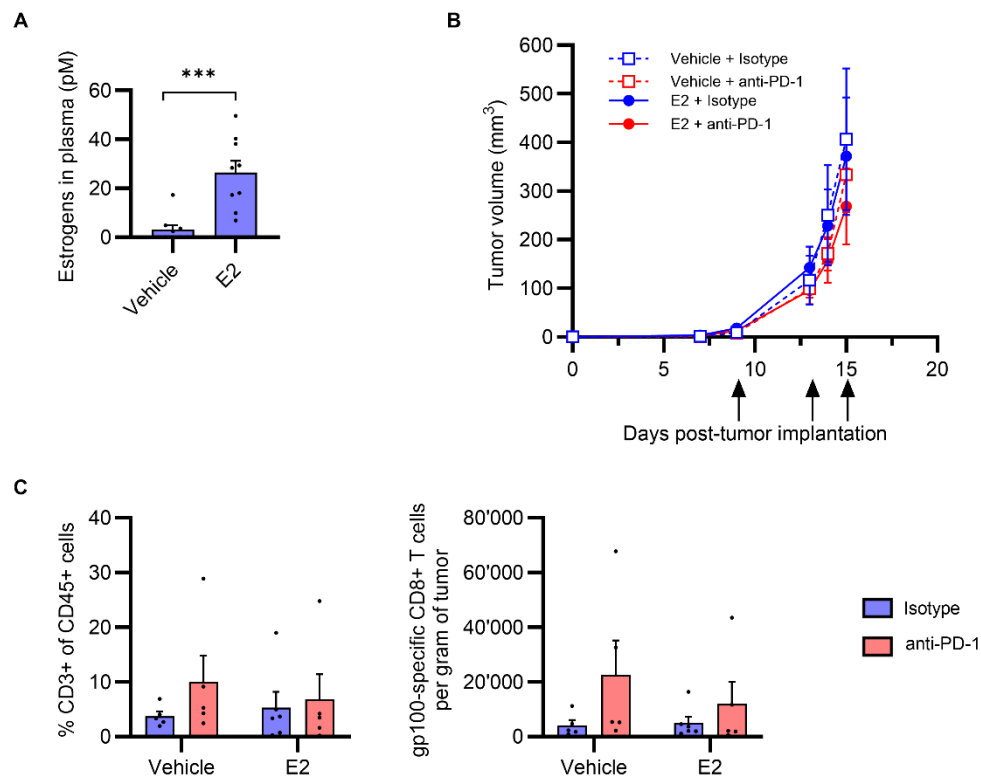

**Supplemental Figure 8: Effect of E2 administration on the efficacy of anti-PD-1 treatment in non-obese males.** Male C57BL/6 mice were treated with 2  $\mu$ g/mL of 17 $\beta$ -estradiol (E2) or vehicle (ethanol) in drinking water for 4 weeks before subcutaneous injection of B16-F10 tumor cells. E2 treatment was continued until the end of the experiment. After the development of palpable tumors, mice received either anti-PD-1 or isotype control. **(A)** Levels of estrogens measured in plasma at the end of the experiment (n=9/group). Unpaired t-test was used. \*\*\*p<0.001. **(B)** Tumor growth in vehicle-treated (dotted line) or E2-treated (solid line) mice receiving anti-PD-1 (red) or isotype control (blue). Black arrows indicate anti-PD-1 or isotype administration (n=6-7/group). **(C)** Tumor infiltration of CD3<sup>+</sup> cells (left) and gp100-specific tumor antigen-specific CD8<sup>+</sup> T cells (right), measured by flow cytometry (n=5-6/group). Data are all depicted as mean  $\pm$  SEM.

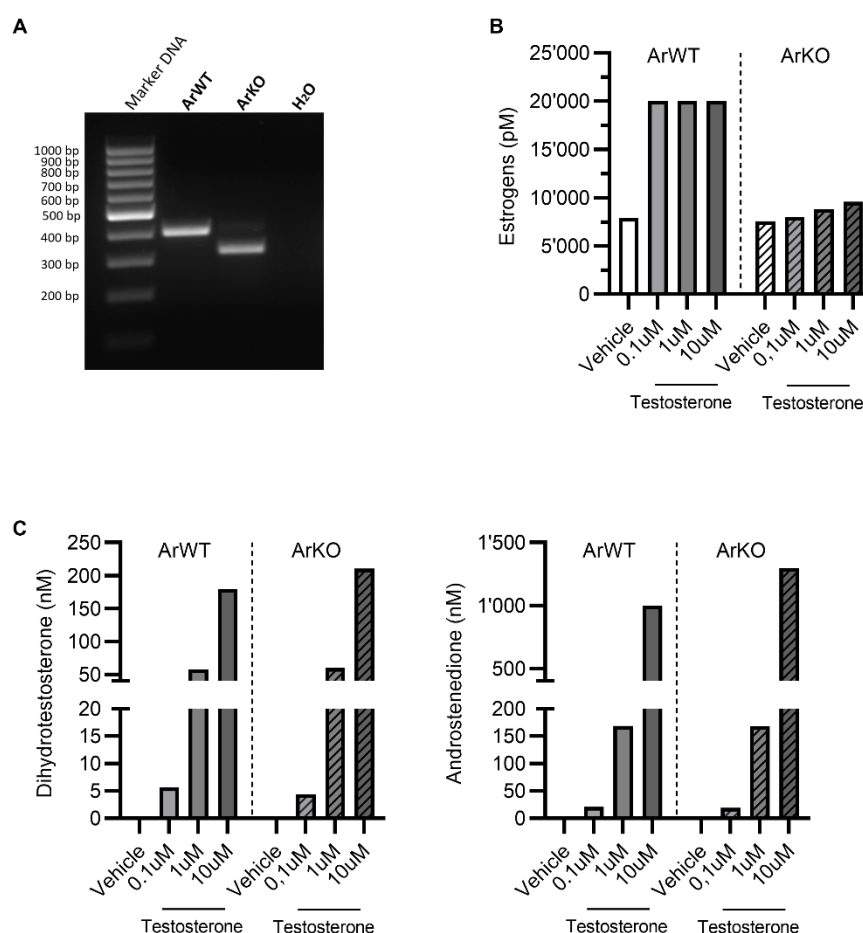

**Supplemental Figure 9: In vitro generation of adipocytes converting testosterone into estrogens, depending on the expression of the aromatase enzyme.** Human adipose-derived stem cells (ASC) were electroporated with a guide RNA targeting the *CYP19A1* gene and CRISPR/Cas9 technology was used to knock out the aromatase enzyme (ArKO) and were then differentiated into adipocytes. Adipocytes transfected with a synthetic non-targeting control guide RNA were used as control (ArWT). **(A)** Expression of the *CYP19A1* gene assessed by PCR on ArWT and ArKO ASC to validate knock-out of the aromatase enzyme. **(B-C)** ArWT and ArKO adipocytes were generated and incubated with testosterone (0.1-10  $\mu$ M) or vehicle (DMSO) for 24 hours. Adipocyte-conditioned supernatants were collected. The levels of **(B)** estrogens, and **(C)** dihydrotestosterone and androstenedione were measured in the adipocyte supernatants. The concentration of estrogens in the supernatants from ArWT adipocytes stimulated with testosterone was outside the range of the assay (estrogen concentration higher than 20'000 pM). One experiment representative of three independent experiments for the stimulation with 10  $\mu$ M of testosterone.

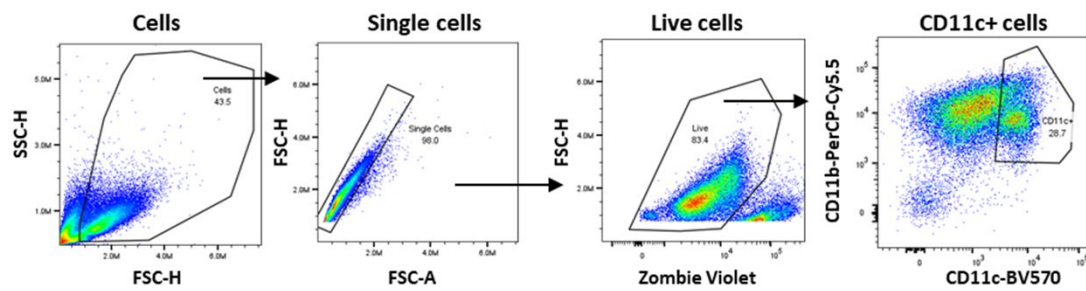

**Supplemental Figure 10: Phenotyping of bone marrow-derived dendritic cells generated in the presence of adipocyte-conditioned medium.** Bone marrow progenitors from C57BL/6 male mice were differentiated for 6 days in a medium supplemented with adipocyte-conditioned supernatants from ArWT or ArKO adipocytes previously incubated with testosterone or vehicle. Gating strategy to determine the proportion of CD11c<sup>+</sup> cells by flow cytometry at day 6 is shown. The same gating strategy was used on day 7, after stimulation with TNF $\alpha$  for 24 hours, to measure the expression levels of activation molecules.

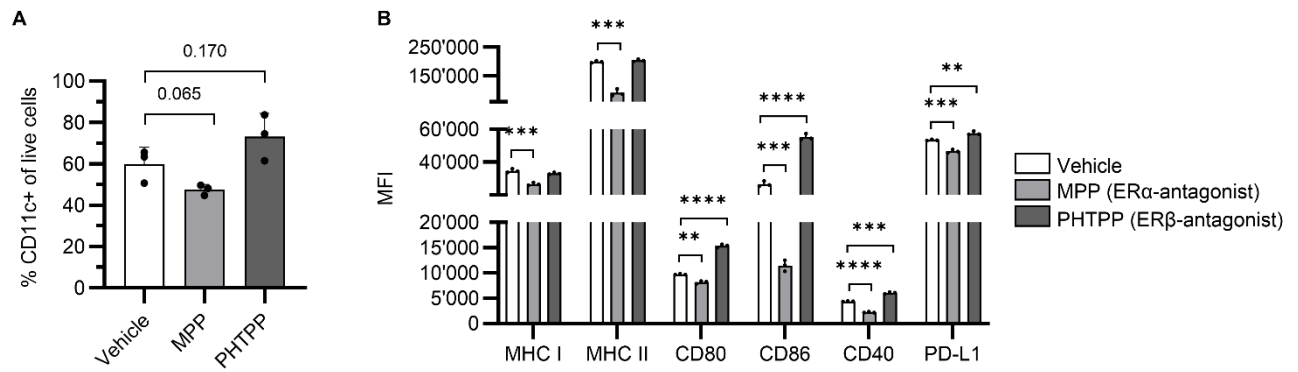

**Supplemental Figure 11: ER $\alpha$  signaling is required for the generation of functional bone marrow-derived dendritic cells.** Bone marrow progenitors from C57BL/6 male mice were differentiated for 6 days in a regular medium supplemented with estrogen receptor (ER) antagonists (MPP, PHTPP). **(A)** The percentage of CD11c<sup>+</sup> cells was measured by flow cytometry at day 6. Data represent the average of three independent experiments. **(B)** Day 6 immature BMDC were stimulated with TNF $\alpha$  for 24 hours and the expression of activation markers was analyzed by flow cytometry at day 7. Data are representative of three independent experiments. **(A-B)** p-values from unpaired two-tailed Student's t-test are shown. \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Data are depicted as mean  $\pm$  SD.

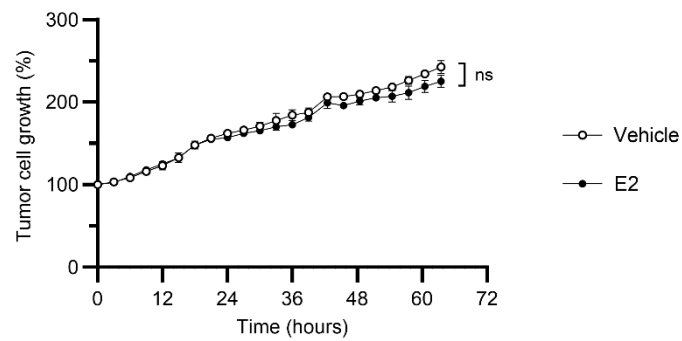

**Supplemental Figure 12: Estrogens do not impact the growth of tumor cells in vitro.** GFP<sup>+</sup> Renca cells were cultured in a hormone-free medium supplemented with 17 $\beta$ -estradiol (E2, 1 nM) and cell growth was monitored by live cell imaging over 2.5 days. Two-way ANOVA p-value was not significant:  $p>0.05$ . Data are depicted as mean  $\pm$  SD.

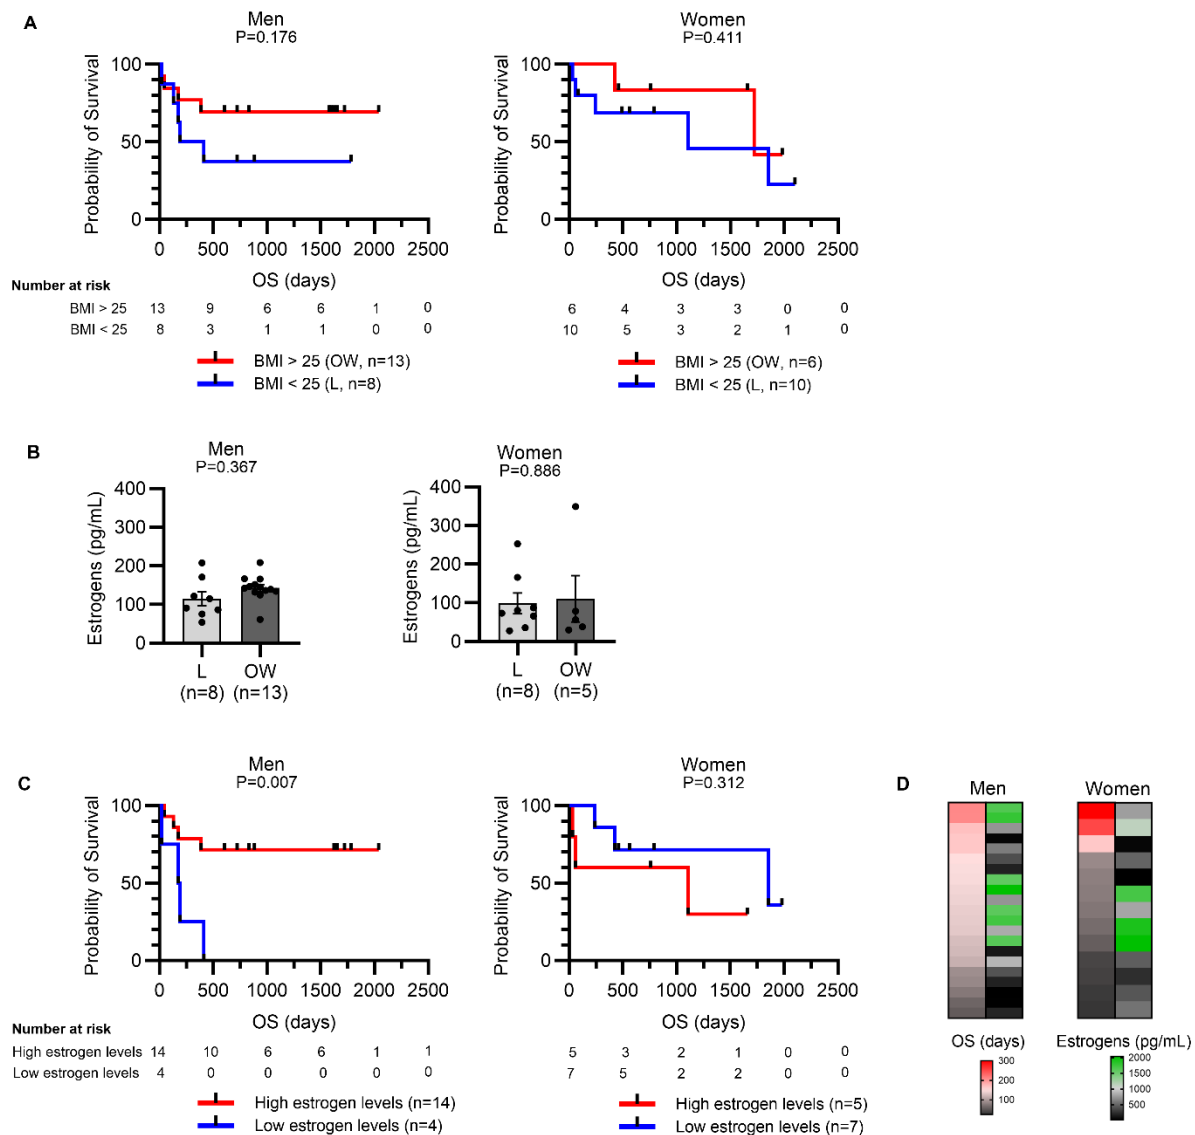

**Supplemental Figure 13: Relationships between BMI, estrogen levels, and overall survival in melanoma patients receiving immune checkpoint inhibitors.** (A) Overall survival (OS) of melanoma patients treated with ICI and stratified by BMI as lean (L; BMI < 25 kg/m<sup>2</sup>) or overweight/obese (OW; BMI ≥ 25 kg/m<sup>2</sup>) patients. Mantel-Cox test p-values are shown. (B) Levels of estrogens measured in the serum of lean or overweight/obese patients. Unpaired two-tailed Student's t-test p-values are shown. (C) Overall survival (OS) of patients with high versus low levels of estrogens in patients who received immune checkpoint inhibitors as first-line treatment only. Levels of estrogens were categorized as high or low compared to the median concentration of estrogens in lean men (left) or lean women (right). Mantel-Cox test p-values are shown. (D) Heatmap representing the level of estrogens and the OS of melanoma patients.

## Supplemental tables

**Supplemental Table 1: Characteristics of melanoma patients at baseline (before immune checkpoint inhibitor administration).**

|                                                         | Men, n (%)       | Women, n (%)   |
|---------------------------------------------------------|------------------|----------------|
| <b>Number (%)</b>                                       | 21 (56.8%)       | 16 (43.2%)     |
| <b>Age (years)</b>                                      |                  |                |
| Median (range)                                          | 70 (40-87)       | 69.5 (44-87)   |
| Elderly (>70)                                           | 10 (47.6%)       | 8 (50.0%)      |
| <b>BMI (kg/m<sup>2</sup>)</b>                           |                  |                |
| Median (range)                                          | 25.6 (22.4-30.9) | 22.8 (17-48.1) |
| Underweight<br>(BMI < 18.5 kg/m <sup>2</sup> )          | 0 (0.0%)         | 2 (12.5%)      |
| Normal weight<br>(18.5 ≤ BMI ≤ 24.9 kg/m <sup>2</sup> ) | 8 (38.1%)        | 8 (50.0%)      |
| Overweight<br>(25 ≤ BMI ≤ 29.9 kg/m <sup>2</sup> )      | 12 (57.1%)       | 1 (6.3%)       |
| Obese<br>(BMI ≥ 30 kg/m <sup>2</sup> )                  | 1 (4.8%)         | 5 (31.3%)      |
| <b>Subtype</b>                                          |                  |                |
| Skin                                                    | 16 (76.2%)       | 8 (50.0%)      |
| Mucosal                                                 | 1 (4.8%)         | 3 (18.8%)      |
| Acral                                                   | 1 (4.8%)         | 0 (0.0%)       |
| Other                                                   | 3 (14.3%)        | 5 (31.3%)      |
| <b>Stage</b>                                            |                  |                |
| I                                                       | 4 (19%)          | 0 (0.0%)       |
| II                                                      | 1 (4.8%)         | 4 (25.0%)      |
| III                                                     | 6 (28.6%)        | 4 (25.0%)      |
| IV                                                      | 9 (42.9%)        | 7 (43.8%)      |
| Unknown                                                 | 1 (4.8%)         | 1 (6.3%)       |
| <b>Type of immune checkpoint inhibitor</b>              |                  |                |
| Ipilimumab                                              | 0 (0.0%)         | 1 (6.3%)       |
| Ipilimumab + Nivolumab                                  | 9 (42.9%)        | 5 (31.3%)      |
| Nivolumab                                               | 1 (4.8%)         | 1 (6.3%)       |
| Pembrolizumab                                           | 11 (52.4%)       | 9 (56.3%)      |
| <b>Treatment line</b>                                   |                  |                |
| 1                                                       | 18 (85.7%)       | 13 (81.3%)     |
| 2                                                       | 3 (14.3%)        | 2 (12.5%)      |
| 3                                                       | 0 (0.0%)         | 1 (6.3%)       |
| <b>PD-L1 expression</b>                                 |                  |                |
| < 1%                                                    | 6 (28.6%)        | 2 (12.5%)      |
| 1-49%                                                   | 8 (38.1%)        | 9 (56.3%)      |
| > 50%                                                   | 0 (0.0%)         | 0 (0.0%)       |
| Unknown                                                 | 7 (33.3%)        | 5 (31.3%)      |

BMI, body mass index; PD-L1, programmed death-ligand 1.

How the deposited data were processed for this re-analysis (not part of the article)

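RNA of 12 B16-F10 tumors from male C57BL/6 mice was sequenced, 3 tumors from each of 4 groups: nonobese isotype, nonobese anti–PD-1, obese isotype and obese anti–PD-1. The authors aligned single-end reads of 100 bp to mm10 with STAR, counted them per gene with HTSeq and deposited the raw counts, whole numbers without normalization, for 23420 genes. The strand setting of the counting is not named in the paper's text, so genes overlapping on opposite strands are uncertain, as are genes with near-identical copies. Reads had no molecular identifiers, so the detection floor of 3 counts covers counting error only. Every column of the deposited table was matched by its name to the label of a tumor, and 0 columns were left unused.

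The counts per tumor summed to between 14022929 and 33871843, and 17519 genes had at least 1 count in all tumors together. The filterByExpr function of edgeR 4.0.16 kept 13095 genes. Counts were scaled by TMM and fitted with a negative binomial generalized linear model with 4 group means, with 8 residual degrees of freedom. The quasi-likelihood F-test was run with the earlier form of glmQLFit (legacy=TRUE), which was the form of the version the authors used, and without a robust prior. The common dispersion was 0.0352. Genes with a fold change above 2 and an unadjusted P below 0.05 were counted, as in the paper's methods, and Benjamini-Hochberg FDR values were given beside them. Standard errors of log2 fold changes were derived from the F statistic. The contrasts were anti–PD-1 against isotype in each diet, obese against nonobese in each treatment, and the difference between the 2 responses.

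Gene lists were tested with camera in limma 3.58.1 under R 4.3.3, with its default correlation between genes. The lists were core genes printed in the Supporting Data Values for 17 Hallmark sets, tested in the diet they were not chosen from. Up to 39 genes per set were used, so longer core lists may have been cut. The other lists were the 25 genes labeled in Fig. 2C and 8 Reactome sets distributed with fgsea 1.28.0. Symbols of 23245 genes were paired with Entrez identifiers through the reference annotation. Coordinates are 1-based and come from the RefSeq annotation of GRCm38.p6, the assembly that mm10 is built from. Marker scores are mean log2 CPM values, with a prior count of 2, over lists of up to 10 marker genes chosen before the counts were examined. They were compared between groups by two-sided exact permutation tests.

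Named genes followed a rule fixed before the counts were examined. It covers the genes the paper names or measured by qPCR and a short list of sex hormone and checkpoint genes. It also covers the 5 genes with the smallest P value in each direction of a comparison, among those past the thresholds whose groups do not overlap. The text gives a part of these genes, and those outside the rule are marked where they appear.

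The code was tested on simulated counts for 12957 genes with 200 genes changed by known fold changes in the obese response. At an FDR below 0.05, edgeR recovered 96% of the changed genes in that comparison and 86% in the difference between responses, with 9 and 11 unchanged genes called. DESeq2 1.42.0 recovered 97% and 91.5%, with 28 and 29 unchanged genes called. Between 101 and 158 unchanged genes passed the fold change and unadjusted P thresholds in each comparison by edgeR.

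The alternatives were DESeq2, RLE scaling, 3 other filters, the current form of glmQLFit, a robust prior, models of only the 6 tumors compared, the replicate number as a block, other list tests and leaving out each tumor. The pairing by replicate number comes from the sample labels, and tumors of the same number are different mice. Full Hallmark sets were not used here, so the paper's enrichment scores were not recomputed. The qPCR, flow cytometry, letrozole, MC38, female, microbiota and patient data were not analysed here.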

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

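The tests of connective tissue content, GC content and transcript length, and the splits of the anti–PD-1–treated tumors, were chosen after the results they bear on were seen.

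The responses to anti–PD-1 differed between diets for 754 genes at a fold change above 2 and an unadjusted P below 0.05, which drew attention because the test was of the difference itself. Of the 32 ways of exchanging treatment labels within both diets that part all same-numbered pairs, 2 gave at least 754 genes: the real labels and 1 other, with 872. The next highest count was 656. A share under 0.05 would have needed the real labels alone. Apart from the sign of the difference, the arrangement with 872 genes is the real labels with 1 pair exchanged. It therefore keeps most of the real contrast. Arrangements that keep same-numbered tumors together were not run for this count, although these tumors are different mice. This test therefore does not decide whether the pattern comes from the way single tumors happened to fall into groups. Library size did not account for it, since thinning every library to 14022929 counts left 700 genes. Across genes, which are not independent replicates, the difference had a rank correlation of 0.249 with GC content and -0.0364 with transcript length. Fat, muscle or skin in the excised tissue may contribute. With marker scores of these 3 tissues as covariates, genes upregulated in obese mice fell from 293 to 129, while downregulated genes rose from 27 to 197. Shuffled scores gave between 63 and 570 upregulated (median 186.5) and 10 to 452 downregulated genes over 20 draws, so changes of this size also follow from adding 3 covariates. For the difference between responses, the same covariates gave 173 more positive and 245 more negative genes. With the fibroblast marker score as the only covariate, the genes with different responses numbered 446, within the 291 to 854 given by shuffled scores. Their direction changed more, to 200 more positive in obese mice and 246 more negative, in place of 645 and 109. The 20 shuffled scores left 251 to 754 more positive and 40 to 250 more negative. The obese response kept its direction with this covariate, at 184 genes up and 52 down, where shuffled scores gave 111 to 450 up. Connective tissue content may account for a part of the pattern.

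The predominance of downregulated genes in nonobese mice is consistent with less connective tissue in the nonobese anti–PD-1–treated tumors. With the fibroblast score as a covariate, downregulated genes numbered 32 in place of 302, while 20 shuffled scores gave 114 to 493. Upregulated genes rose from 15 to 144, where shuffled scores gave 7 to 55, so the predominant direction changed. This covariate is close to the main axis of variation among the 12 tumors. The first principal component held 37.1% of the variance and was related to the fibroblast score (Pearson's r = 0.928, permutation P = 5.00e-05, adjusted 0.000150; Spearman's rho = 0.916, permutation P = 1.00e-04, adjusted 0.000300; 3 components tested). Without the 2 tumors farthest from its median, r was 0.917. Adjusting for the score therefore also removes changes that treatment may have caused, and shuffled scores are not a matched control. The counts with this covariate do not separate sampling of connective tissue from an effect of treatment on it. The fibroblast score itself was lower by 1.44 on the log2 scale with anti–PD-1 in nonobese mice, at an exact permutation P of 0.2, where 0.1 is the smallest 3 tumors against 3 allow. Over the 10 splits of each comparison, which are not independent, the number of genes had rank correlations of 0.697, 0.693, 0.552 and 0.927 with the difference in this score. In each of the 4 comparisons of 6 tumors, the split of 10 with the most genes was the split with the largest difference in fibroblast score, and none of these was the real split. For the nonobese response, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes, and 2 of all 10 did, the other with 709 genes. For the obese response, 2 of the 4 splits gave at least as many genes, the real one included, and 3 of all 10 did. For isotype-treated mice, 2 of the 4 and 3 of all 10 did, again with the real one. Splits that keep a same-numbered pair together are the remaining 6. With 4 or 10 splits, no share under 0.05 can be reached, so the sampling of tumors remains open for each of these counts.

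The T cell marker score responded to anti–PD-1 by 3.71 more on the log2 scale in obese than in nonobese mice (exact permutation P = 0.01 over 400 arrangements, 0.04 after Benjamini-Hochberg adjustment over 8 scores). It rose by 2.74 in obese mice and fell by 0.967 in nonobese mice, with all 3 treated obese tumors above the isotype tumors. Different baselines of the isotype groups account for little of it, since the isotype groups differed by -0.709 and the anti–PD-1 groups by 3.00, a ratio of 0.236 in size. After regression on the fibroblast score within groups, the difference was 2.54. The score rests on genes with few counts. A T cell influx in obese mice, as the paper reports by flow cytometry, is a hypothesis that these tests leave standing, but 3 tumors per group and the sampling of tissue remain as limits.

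The adipocyte marker score responded by 3.65 more in obese than in nonobese mice (exact permutation P = 0.005, adjusted 0.04), rising by 2.23 in obese mice and falling by 1.41 in nonobese mice, without overlap of treated and isotype tumors in either diet. After regression on the fibroblast score the difference was 3.29. The slope within groups was 0.176, so this adjustment moved the score little and does not exclude connective tissue. The paper's sheets for Fig. 1C list an adipogenesis set as lower with anti–PD-1 in nonobese and higher in obese mice. Fat taken along at excision and adipocytes within the tumor could both produce it, and no test here separates them. The score was lower by 1.27 in obese than in nonobese isotype-treated tumors, so diet alone does not order it.

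The macrophage marker score responded by 1.92 more in obese than in nonobese mice (exact permutation P = 0.015, adjusted 0.04), rising by 0.832 and falling by 1.08. All 3 treated nonobese tumors lay below the isotype tumors, and the obese groups overlapped. After regression on the fibroblast score the difference was 0.887, less than 50% of its size. It cannot be told apart from connective tissue content, which may carry macrophages along.

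In anti–PD-1–treated mice, a comparison the paper does not report, 50 genes differed between obese and nonobese tumors at an FDR below 0.05 by edgeR, with 47 higher and 3 lower in obese mice. The groups did not overlap for any of the 50 genes, which their selection favors. Over all genes tested the share without overlap was 13.6%, where chance gives 10%. In isotype-treated mice, 0 of these 50 genes had an FDR below 0.05, 17 had an unadjusted P below 0.05, and 19 were higher in obese mice. The smallest FDR values were those of Ifit3 (log2 fold change 2.38, FDR 0.00135) and, outside the rule for named genes and chosen after their values were seen, Rsad2 (1.39, FDR 0.00293) and Ifit1 (1.81, FDR 0.00538). Adipoq, an adipocyte gene, was also among them at 3.65 (FDR 0.0305). By total genes past the thresholds, 1 of the 4 splits that part same-numbered pairs, the real one, and 2 of all 10 gave as many, and by FDR no other split gave any gene. With the fibroblast score as a covariate 30 genes had an FDR below 0.05, and shuffled scores gave 0 to 112 (median 26). The genes past the thresholds were then 207 higher and 221 lower, in place of 483 and 74, where shuffled scores left 220 to 559 higher. The number also depends on the model, with 0 genes when only these 6 tumors were fitted (413 higher and 44 lower at a fold change above 2 and an unadjusted P below 0.05) and 270 with DESeq2. An interferon response stronger in treated obese mice could explain the leading genes, as a hypothesis, and the sampling of 6 tumors remains an alternative.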

How the results depend on the processing

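The alternatives for anti–PD-1–treated mice compared between diets, and for Reactome sets in the difference between responses and in isotype-treated mice, were chosen after the results were seen, and all other alternatives were set before the data were examined.

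Filters on low counts changed counts past fold change and P in each comparison. Requiring at least 10 counts in every tumor gave 3 genes up and 168 down in nonobese mice, and 156 up and 4 down in obese mice. Between diets it gave 14 higher and 58 lower in isotype-treated obese mice, and 283 higher and 30 lower in anti–PD-1–treated obese mice. For the difference between responses it gave 391 and 60. Testing every gene with at least 1 count gave 51 up in nonobese mice, 442 up and 66 down in obese mice, and 59 higher and 267 lower in obese isotype-treated mice. It gave 153 lower in anti–PD-1–treated mice and 184 in the negative direction of the difference. A filter of CPM above 1 in at least 3 tumors gave 7 up in nonobese mice, 17 down in obese mice and 96 lower in obese isotype-treated mice. With only the 6 tumors compared, 9 genes were up in nonobese mice and 44 were lower in obese anti–PD-1–treated mice. The cause was not tested. Apart from leaving out single tumors, given below, the alternatives not named here left the counts past fold change and P within 1.5 times. RLE scaling and DESeq2 size factors moved the median of all genes by less than 0.1 on the log2 scale.

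Counts at an FDR below 0.05 depended on the tool. For the nonobese response they were 0 (685 genes at an unadjusted P below 0.05) and, with DESeq2, 9. For the obese response they were 0 (991 genes unadjusted), with DESeq2 105, without a filter 6 and with the replicate block 2. In isotype-treated mice they were 0 (1739 unadjusted), with DESeq2 172 and without a filter 5. In anti–PD-1–treated mice they were 50 (1345 unadjusted), with DESeq2 270, without a filter 104, with the current form of glmQLFit 87, with the block 95 and with only 6 tumors 0. For the difference between responses they were 0 (1687 unadjusted), with DESeq2 283, without a filter 55, with at least 10 counts 2, with a robust prior 5 and with the block 11. In simulated counts, where genes varied independently, DESeq2 called 28 unchanged genes at this FDR in the obese response and edgeR 9. Between diets with anti–PD-1 these were 32 and 16, and for the difference between responses 29 and 11. In the nonobese response they were 4 and 0, and between diets with isotype 1 and 0. The causes of the differences between tools and settings were not tested. The pairing correlation behind the block was 0.133 over all groups.

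With each of the 12 tumors left out in turn, the nonobese response had 11 to 80 genes up, 171 to 491 down and 0 to 2 with an FDR below 0.05. The obese response had 187 to 555 up, 11 to 52 down and 0 to 76 by FDR. Isotype-treated mice had 53 to 366 genes lower and 0 to 3 by FDR. Anti–PD-1–treated mice had 310 to 690 higher, 45 to 205 lower and 2 to 214 by FDR. The difference between responses had 61 to 247 genes in the negative direction and 0 to 197 by FDR. More genes were up than down in obese mice, and more down than up in nonobese mice, in each of these fits.

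Most tests of gene lists depended on the correlation between genes. When it was estimated per list, 0 of 17 Hallmark lists passed in obese and 0 in nonobese mice, and 0 Reactome sets passed for the difference between responses and in isotype-treated mice. For the difference between responses, 17 Hallmark lists passed, 14 with the correlation estimated and 16 with fry, but their genes had been chosen in these tumors. The fry rotation test left 3 Hallmark lists in obese and 0 in nonobese mice, 4 Reactome sets for the difference and 0 in isotype-treated mice. With at least 10 counts in every tumor, 1 Reactome set passed in isotype-treated mice, and 1 to 4 did with tumors left out. At an unadjusted P below 0.05 under camera's default, the counts were 17, 17, 7 and 2. The median of the 25 estrogen genes in isotype-treated mice stayed between -0.47 and -0.41 under the 8 alternatives. In anti–PD-1–treated mice it was between -0.0742 and 0.0516 with tumors left out, and it was positive without nonobese anti–PD-1 replicate 2 (0.0256) and without obese anti–PD-1 replicate 1 (0.0516). The log2 fold change of Esr1 was between -0.218 and 0.116 with tumors left out, less than its standard error of 0.28. It changed sign without nonobese isotype replicate 2 (0.01), nonobese isotype replicate 3 (0.0182) or obese isotype replicate 2 (0.116).

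For the 64 results on named genes, 1247 of 1296 refitted values kept their direction and their side of the thresholds, 38 fell below a threshold, 8 rose above one and 3 changed sign. The fits without any change covered 46 of the 64 results.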

Differences from the paper's values

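Of 40 values compared with the paper's text and Supporting Data Values, 0 differed by more than the error or by more than 1.5 times. The paper reports 15 upregulated genes in nonobese and 279 in obese mice, and 15 and 293 were counted here. The paper's sheets list 292 downregulated genes in nonobese and 27 in obese mice, against 302 and 27 here, and 31 higher and 133 lower genes in obese isotype-treated mice, against 32 and 147. Of the paper's 279 genes, 5 were not called here, and 19 genes were called here only. With a robust prior in the quasi-likelihood test, an alternative set before the data were examined, all these numbers equal the paper's. The same 15, 279, 292, 27, 31 and 133 genes were then called, with 0 genes on either side only. The fold changes of the paper's genes were the same under both settings to within 0.000401%, over 307, 306 and 164 genes. Under the robust prior the P values were the same to within 0.000447%.

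Among the alternatives set before the data were examined, the 3 other filters on low counts gave most of the counts that differ from the paper's by more than 1.5 times. For genes upregulated in nonobese mice, these were 7, 51 and 3 genes, and fitting only the 6 tumors compared gave 9. For genes upregulated in obese mice, testing all genes with at least 1 count gave 442 and requiring 10 counts in every tumor gave 156.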

Other observations

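The tests of the splits for gene lists and estrogen genes, and of connective tissue and GC content for the estrogen genes, were chosen after the results were seen.

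The median of the 25 estrogen genes differed between diets in isotype-treated tumors (-0.45) and was near 0 in anti–PD-1–treated tumors (-0.02), where 14 genes were lower and 11 higher. Single genes departed from the median. Rps6ka2 had a log2 fold change of -0.49 with isotype and -0.54 with anti–PD-1, Ccnd1 -0.27 and -0.26, and Wfs1 and Car12, chosen after their values were seen, -0.36 and -0.36, and -0.75 and -1.14. The highest mean of 24 of the 25 genes was in the nonobese isotype group. Against isotype, their median log2 fold change with anti–PD-1 was -0.21 in nonobese and 0.12 in obese mice. The genes were selected as high in the nonobese and low in the obese isotype tumors, so these directions are favored even without an effect of treatment. Obese isotype tumors had the lowest mean of the 4 groups for 15 of the 25 genes. Selection by the order of the isotype groups alone leads to 50% for this count and for the 24 of 25 above. The 24 of 25 lie well above that share, but the genes were also chosen by significance and are not independent. The median of -0.45 was the largest of the 4 splits of the isotype tumors that part same-numbered pairs, so 1 of the 4 was as large, and 1 of all 10. This was to be expected of genes chosen from the real split. Between anti–PD-1–treated groups, 4 of the 4 splits and 8 of all 10 gave a median as large as the real one. With the fibroblast score as a covariate the median was -0.33, within the -0.51 to -0.27 given by 20 shuffled scores, so a contribution of connective tissue was not shown. Genes with high GC content were lower in obese isotype tumors (rank correlation -0.365 across genes), and relative to tested genes of similar GC content the median was -0.36. Neither removed the difference, and both tests use genes chosen for it.

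Of 179 genes past the thresholds between diets with isotype and 557 with anti–PD-1, 71 were shared. Of these, 65 were lower in obese isotype tumors and higher in obese anti–PD-1–treated tumors, where 5.42 are expected for independent lists. Genes higher in obese tumors under both treatments numbered 3: Mgll, Kcnj13 and Phyhipl, the last outside the rule for named genes and chosen after its values were seen. Chance gives 1.18. Kcnj13 was at 36.2 ± 13.3 CPM with isotype and 35.9 ± 9.89 with anti–PD-1 in nonobese mice, and at 105.4 ± 24.3 and 147.3 ± 38.4 in obese mice (SD, n = 3 each). Mgll was at 155.8 ± 46.8 and 163.4 ± 35.2 CPM in nonobese mice and at 416.5 ± 75.6 and 405.2 ± 69.9 in obese mice (SD, n = 3 each). For Mgll and Kcnj13, all 6 obese tumors lay above all 6 nonobese tumors.

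The core genes of Fig. 2A's sets had changed direction in anti–PD-1–treated tumors. Of the 16 sets lower in obese isotype-treated mice, 15 had a positive median in obese against nonobese anti–PD-1–treated mice, and 1, "Estrogen_Response_Late", a median of -0.02. The interferon gamma response genes had a median of 1.56 with 37 of 39 genes higher, against -0.54 with isotype. The 2 comparisons share no tumor.

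For Hallmark lists in obese mice, 2 of the 4 splits that part same-numbered pairs gave 17 lists past an FDR of 0.05, the real one included, and 4 of all 10 did. In nonobese mice 1 of the 4 and 3 of all 10 did. For the difference between responses 18 of 32 arrangements gave 17 lists, so a count of 17 is common among arbitrary groupings under camera's default. Reactome sets in obese mice gave 6 sets in 1 of the 4 splits and 2 of all 10. For the difference, 7 sets were reached by 1 of the 32 arrangements, the real one, and the highest count among the others was 6. In isotype-treated mice 3 of the 4 and 5 of all 10 splits gave at least 2 sets. Chance in the grouping of tumors is therefore a candidate explanation for these counts. For Reactome sets in the difference between responses, the real labels ranked first by a narrow margin under camera's default. That count fell to 0 when the correlation between genes was estimated, so chance is not excluded there either.

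A score of 4 Y chromosome genes was compared with 5 marker scores across the 12 tumors. It was related to the fibroblast score (Pearson's r = 0.819, permutation P = 0.00131, adjusted 0.00655; Spearman's rho = 0.783, permutation P = 0.00390, adjusted 0.0174) and to the macrophage score (r = 0.763, permutation P = 0.00458, adjusted 0.0114; rho = 0.748, permutation P = 0.00697, adjusted 0.0174). Without the 2 tumors farthest from the median Y chromosome score, r was 0.781 and 0.868, and for deviations from group means it was 0.791 and 0.821. For the T cell score r was 0.543 (permutation P = 0.0663, adjusted 0.0829) and rho 0.552 (permutation P = 0.0658, adjusted 0.0823). Without the 2 farthest tumors its r was 0.755, and for deviations from group means 0.815. For skeletal muscle r was 0.589 (permutation P = 0.0464, adjusted 0.0773) and rho 0.685 (permutation P = 0.0173, adjusted 0.0288), with r at 0.465 without the 2 farthest tumors. For melanoma genes r was -0.342 (permutation P = 0.272, adjusted 0.272) and rho -0.301 (permutation P = 0.341, adjusted 0.341), with r at -0.143. No explanation was tested.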
